# Estrogen receptor α drives pro-resilient transcription in mouse models of depression

**DOI:** 10.1038/s41467-018-03567-4

**Published:** 2018-03-16

**Authors:** Zachary S. Lorsch, Yong-Hwee Eddie Loh, Immanuel Purushothaman, Deena M. Walker, Eric M. Parise, Marine Salery, Michael E. Cahill, Georgia E. Hodes, Madeline L. Pfau, Hope Kronman, Peter J. Hamilton, Orna Issler, Benoit Labonté, Ann E. Symonds, Matthew Zucker, Tie Yuan Zhang, Michael J. Meaney, Scott J. Russo, Li Shen, Rosemary C. Bagot, Eric J. Nestler

## Abstract

Most people exposed to stress do not develop depression. Animal models have shown that stress resilience is an active state that requires broad transcriptional adaptations, but how this homeostatic process is regulated remains poorly understood. In this study, we analyze upstream regulators of genes differentially expressed after chronic social defeat stress. We identify estrogen receptor α (ERα) as the top regulator of pro-resilient transcriptional changes in the nucleus accumbens (NAc), a key brain reward region implicated in depression. In accordance with these findings, nuclear ERα protein levels are altered by stress in male and female mice. Further, overexpression of ERα in the NAc promotes stress resilience in both sexes. Subsequent RNA-sequencing reveals that ERα overexpression in NAc reproduces the transcriptional signature of resilience in male, but not female, mice. These results indicate that NAc ERα is an important regulator of pro-resilient transcriptional changes, but with sex-specific downstream targets.

## Abstract (web summary)

Stress resilience is accompanied by broad changes in gene expression. This study shows that estrogen receptor α (ERα) is a key upstream regulator of these changes in the nucleus accumbens, and that overexpression of ERα increases behavioral resilience via a sex-specific transcriptional mechanism.

## Introduction

Numerous studies have identified abundant transcriptional alterations in postmortem brains of patients with major depressive disorder (MDD)^1–7^. Given the inability to directly test causal relationships between gene expression levels and MDD in humans, animal models of depression-like behavior have been essential for determining the functional relevance of specific predicted regulatory genes. Stress paradigms in male and female mice including chronic social defeat stress (CSDS) and chronic variable stress (CVS) have been robustly validated for testing causality of genes regulating depression-like behavior^8–14^. However, recent RNA-sequencing and microarray studies in these paradigms report broad transcriptional changes^7,13–17^ in the nucleus accumbens (NAc) and its afferent connections. Consequently, the contribution of individual causal genes to the wide-ranging transcriptional response is currently unknown.

Transcriptional changes have the potential to alter both cellular physiology and circuit-level signaling, which may have region-specific effects. For example, while activity in the ventral hippocampus to NAc projections promotes susceptibility, activity in prefrontal cortex (PFC) to NAc projections promotes resilience^18^. The causal relationship between transcriptional alterations, changes in cellular function, and modulated circuit-level physiology has been established by studies examining viral-mediated gene transfer in key driver genes known to regulate a single transcriptional network^7,16^. However, these studies have been limited to individual networks implicated in stress susceptibility. As such, there has to date been no comprehensive analysis of upstream genes that orchestrate the totality of these stress-induced transcriptional responses, particularly those that mediate homeostatic resilience to stress.

Prior work has shown that resilience is an active process that requires quantitatively greater transcriptional activity than stress susceptibility^9,16,17,19^. Being able to reproduce this resilient transcriptome in the brain of a patient with MDD has the potential to induce behavioral resilience and therefore may provide the basis for novel depression therapeutics. However, such approaches are dependent on a detailed understanding of resilient-specific transcriptional changes as well as their molecular regulators, which would be directly targeted with therapeutics. Studies that focus on bulk transcriptional changes involved in resilience are limited and the transcriptional drivers of such homeostatic resilience are currently unknown. In this study, we perform upstream regulator analysis on transcriptional datasets from male and female stress models. We find that *ESR1*, which encodes estrogen receptor α (ERα), is the top-predicted upstream regulator in male stress, but is regulated by stress in both sexes. We show further that overexpression of ERα increases behavioral resilience in both sexes, but the downstream transcriptional mechanism of ERα action in males and females is different.

## Results

### Regulation of ERα in NAc by chronic stress

To identify transcriptional drivers of resilience to CSDS in an unbiased fashion, we used QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA) on a publicly available RNA-sequencing dataset of differentially expressed genes in NAc of male mice 48 h after the last stress (Fig. 1a)^16^. The NAc is a central component of the brain’s reward circuitry involved in key features of depression-like behavior including anhedonia and social avoidance. This analysis, which predicts regulators from downstream transcriptional changes in known interaction partners, identified *ESR1* as the top-predicted upstream regulator of genes differentially expressed between resilient vs. control and resilient vs. susceptible mice, with no predicted regulation of differential expression between susceptible vs. control mice (Fig. 1b). As *ESR1* was predicted to be activated in NAc in the resilient phenotype (Fig. 1c), we hypothesized that ERα mediates pro-resilient gene transcription in this brain region.

**Fig. 1:**
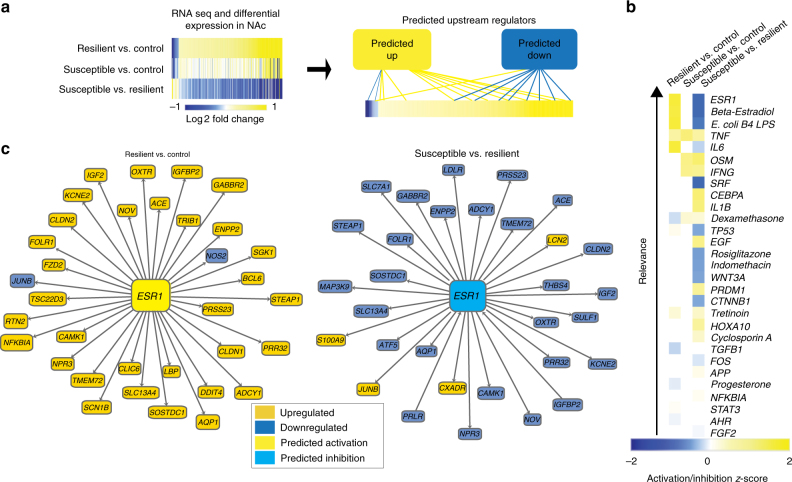
ERα is a predicted upstream regulator of pro-resilient transcriptional changes in NAc. **a** Experimental overview of upstream regulator analysis. NAc genes differentially expressed in control, CSDS susceptible, and CSDS resilient mice 48 h post defeat were used to predict upstream regulators. **b** Findings from IPA upstream regulator analysis on differentially expressed genes in CSDS. *ESR1*, which encodes ERα, is the top-predicted upstream regulator of differentially expressed genes (log fold change >1; *P* < 0.05) in the resilient vs. control (predicted activation; *z*-score = 3.16; *P* < 6.64 × 10^−6^) and susceptible vs. resilient (predicted inhibition; *z*-score = 3.22; *P* < 1.38 × 10^−8^) comparisons, with no predicted upstream regulator activity in susceptible vs. control. **c** Known interactions of differentially expressed genes (log fold change > 1) in the resilient vs. control and susceptible vs. resilient comparisons giving rise to the prediction of *ESR1* as an upstream regulator

In addition to NAc, the PFC has been implicated in stress resilience^18^. As such, we examined upstream regulators of CSDS-dependent transcriptional changes in this region (Supplementary Fig. 1a). Unlike in NAc, *ESR1* was not predicted to activate or inhibit transcriptional changes in PFC. Likewise, to determine whether *ESR1* was regulated in NAc of other stress models, we analyzed upstream regulators of CVS (Supplementary Fig. 1b). Although CVS does not produce an identifiable resilient subpopulation, we were able to examine the effects of stress in both male and female mice, which show sex-specific responses. While 6-day CVS is sufficient to reliably induce depression-like behavioral alterations in females, males do not show behavioral changes^10,15^. We found a predicted inhibition for *ESR1* in male CVS NAc with no prediction for females.

To investigate the role of ERα as a driver of resilience, we generated an independent cohort of male CSDS mice (Supplementary Fig. 2a, b) and examined changes in ERα protein expression. Consistent with our prediction, ERα levels were increased in NAc nuclear fractions of resilient mice (Fig. 2a) with no significant differences in cytosolic fractions (Fig. 2b). Further, nuclear ERα expression positively correlated with social interaction (SI) score, indicating a direct association with resilient behavior (Supplementary Fig. 2c). Despite our lack of prediction for *ESR1* in female CVS (Supplementary Fig. 1b), we used this paradigm to test if ERα was regulated as in males. We identified decreased levels of ERα in nuclear (Fig. 2c) but not cytosolic (Fig. 2d) NAc fractions in stressed mice with no difference in estrous cycle phase between groups (Supplementary Fig. 2d). These changes were unique to ERα, since nuclear ERβ levels did not change after either CSDS or CVS (Fig. 2e, f). Similarly, neither stress paradigm affected cytosolic levels of ERβ or aromatase (Supplementary Fig. 2e–h), although there were baseline sex differences in ERα, ERβ, and aromatase expression (Supplementary Fig. 3).

**Fig. 2:**
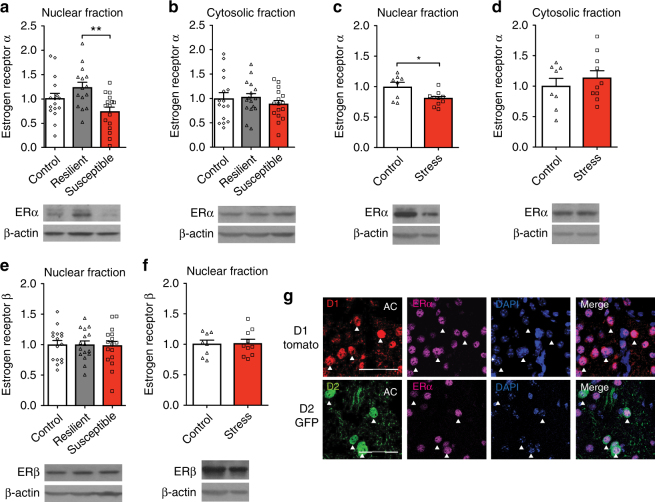
Stress regulation of ERα in the NAc of male and female mice. **a**, **b** In male mice, NAc ERα protein expression is increased in the nuclear (*F*_(2,44)_ = 5.58, *P* < 0.007; *n* = 16,15,16) but not cytosolic (*F*_(2,44)_ = 0.56, *P* < 0.575; *n* = 16) fractions of resilient (*P* < 0.01) mice after CSDS. **c**,** d** In female mice, NAc ERα protein levels are significantly decreased in the nuclear (*t*_(16)_ = 2.67, *P* < 0.017; *n* = 8,10) but not cytosolic (*t*_(16)_ = 0.76, *P* < 0.456; *n* = 8,10) fractions after CVS. **e**,** f** ERβ protein expression in the NAc nuclear fraction is not regulated by stress in males (*F*_(2,45)_ = 0.05, *P* < 0.954; *n* = 16) or females (*t*_(16)_ = 0.16, *P* < 0.874; *n* = 8,10). **g** ERα expression is enriched in the nucleus of both D1-expressing and D2-expressing medium spiny neurons in the NAc (AC = anterior commissure). Scale bars = 100 μM. Data are represented as mean ± SEM. **a**, **b**, **e** One-way ANOVA. **c**, **d** Two-tailed *t*test. *P < 0.05 *t*test, **P < 0.01 Tukey’s post hoc test for multiple comparisons

Despite our finding of altered ERα in bulk tissue, it is possible that ERα localizes to a specific subset of neurons. To examine the potential cell-type specificity of nuclear ERα changes we performed ERα immunohistochemistry (IHC) in NAc of dopamine receptor 1 (D1) and dopamine receptor 2 (D2)-labeled transgenic mice. Consistent with our Western blot analysis, ERα was enriched in the cell nucleus, but we found consistent expression among all D1-expressing or D2-expressing cells visualized (Fig. 2g).

### ERα overexpression in NAc is pro-resilient in both sexes

To directly investigate the ability of ERα to induce stress resilience, we injected adeno-associated virus (AAV)-ESR1 or AAV-GFP into NAc and exposed male mice to CSDS (Fig. 3a, b). While defeated mice injected with AAV-GFP spent less time in the interaction zone when the CD1 aggressor was present (Fig. 3c), all other groups, including defeated mice injected with AAV-ESR1, did not. Moreover, control mice, as well as defeated AAV-ESR1 injected mice, spent more time in the interaction zone when the CD1 was present than defeated AAV-GFP mice. Defeated ERα-overexpressing mice also displayed an increased sucrose preference over that of defeated GFP mice (Fig. 3d), with no effect of virus in non-defeated controls. There was no effect of CSDS or virus on time spent in the center in the open field test (OFT) (Fig. 3e) or latency to immobility in the forced swim test (FST) (Fig. 3f).

**Fig. 3:**
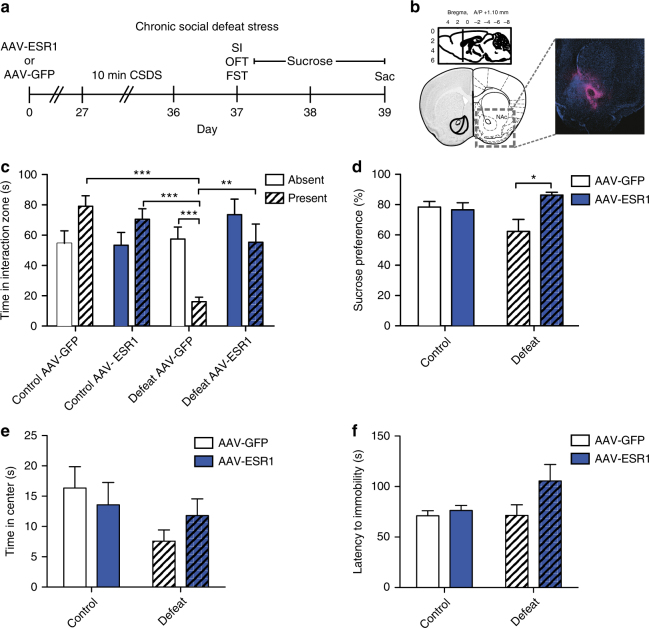
ERα overexpression in NAc induces antidepressant-like effects in CSDS in male mice. **a** Timeline for CSDS experiment. **b** Location of targeted site within the NAc for viral-mediated gene transfer and IHC validation of viral expression (magenta) against DAPI background (blue). **c** Male mice show significant (*χ*^2^(7) = 23.67, *P* < 0.001, *n* = 10,8,8,9) group differences in time spent in the interaction zone in the social interaction test. Defeated AAV-GFP mice, but not any other group, spend less time in the interaction zone when the CD1 aggressor is present than when the CD1 aggressor is absent (*P* < 0.001). Additionally defeated AAV-GFP mice spend less time in the interaction zone when the CD1 aggressor is present than control AAV-GFP mice (*P* < 0.001), control AAV-ESR1 mice (*P* < 0.001), and defeated AAV-ESR1 mice (*P* < 0.01). **d** There is a non-significant trend (*χ*^2^(3) = 7.72, *P* < 0.052, *n* = 9,8,8,8) towards altered sucrose preference in the sucrose preference test with defeated AAV-ESR1 mice consuming significantly (*P* < 0.05) more sucrose than defeated AAV-GFP mice. **e**, **f** CSDS (*F*_(1,32)_ = 2.96, *P* < 0.095; *n* = 10,8,9,9) and ERα overexpression (*F*_(1,32)_ = 0.05, *P* < 0.822) do not have an effect on time spent in the center in the open field test or latency to immobility (*χ*^2^(3) = 5.76, *P* < 0.124, *n* = 9,8,7,9) in the forced swim test. Data are represented as mean ± SEM. **c**, **d**, **f** Kruskal–Wallis test. **e** One-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001 post hoc independent-samples Mann–Whitney

Importantly, injection of AAV-ESR1 produced an increase of *ESR1* in the cell nucleus of both D1-expressing and D2-expressing expressing neurons (Supplementary Fig. 4). Additionally, CSDS or virus did not produce changes in overall locomotion (Supplementary Fig. 5a), and there was no effect of virus on body weight at the time of behavior (Supplementary Fig. 5b). To determine if, despite a null prediction (Supplementary Fig. 1a), ERα overexpression in PFC could increase resilience, we injected AAV-ESR1 or AAV-GFP into PFC and exposed mice to CSDS. Both AAV-GFP and AAV-ESR1 injected mice spent less time in the interaction zone when the target was present, but unlike in NAc, there were no differences between virus groups (Supplemental Fig. 5c). Further, ERα overexpression did not affect sucrose preference in defeated mice (Supplemental Fig. 5d).

To assess whether ERα overexpression regulates pro-resilient behavior in female mice, we injected AAV-ESR1 or AAV-GFP into NAc and exposed mice to 6-day CVS (Fig. 4a). In order to evaluate differences in overall behavior resulting from stress and ERα overexpression, we performed exploratory factor analysis on the totality of the female behavior. Factor 1 scores, which explain the most variance in the female behavioral data (Supplemental Fig. 6a, b), were dependent on the combination of exposure to CVS and virus, with stressed AAV-GFP mice exhibiting higher factor 1 scores than stressed AAV-ESR1 mice. In terms of individual behaviors, NAc ERα overexpression reduced latency to feed in a novel environment in the novelty suppressed feeding (NSF) test in stressed females (Fig. 4c), an antidepressant-like effect^15^. Stressed ERα-overexpressing mice also showed increased sucrose preference (Fig. 4d) and a non-significant trend towards increased latency to immobility in the FST (Fig. 4e) relative to stressed GFP controls. In unstressed controls, ERα overexpression reduced latency to eat in the home cage in NSF, had no effect on sucrose preference, and increased latency to immobility in FST (Supplementary Fig. 6c–e)

**Fig. 4:**
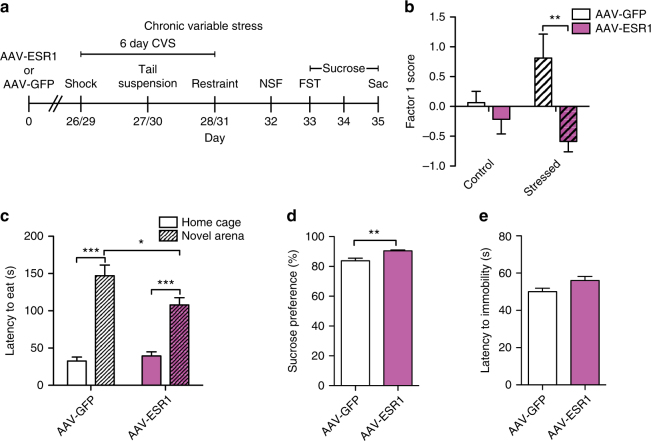
ERα overexpression in NAc induces antidepressant-like effects in CVS in female mice. **a** Timeline for CVS experiment. **b** Virus (*F*_(1,42)_ = 10.06, *P* < 0.003; *n* = 11,12,11,12), but not stress (*F*_(1,42)_ = 0.52, *P* < 0.478) has a significant main effect on factor 1 scores. However, there is a significant stress by virus interaction (*F*_(1,42)_ = 4.47, *P* < 0.040) whereby stressed, but not control, AAV-GFP injected mice have higher factor 1 scores (*P* < 0.01). **c** Mice exposed to CVS take longer to feed in a novel environment than the home cage in the novelty suppressed feeding test (*F*_(1,20)_ = 116.13, *P* < 0.001; *n* = 11). However, this effect is mediated by virus as there is a significant virus by arena interaction (*F*_(1,20)_ = 7.73, *P* < 0.014) with AAV-GFP injected mice showing a longer latency to feed in the novel environment than AAV-ESR1 injected mice (*P* < 0.05). **c**, **d** Stressed AAV-ESR1 mice consume more sucrose (*U* = 19.0, *P* < 0.007, *n* = 11) and show a non-significant trend towards a higher latency to immobility (*t*_(19)_ = 2.03, *P* < 0.053; *n* = 10,11) in the forced swim test than stressed AAV-GFP mice. Data are represented as mean ± SEM. **b** Two-way ANOVA. **c** Mixed-model ANOVA. **d** Independent-samples Mann–Whitney. **e** Two-tailed *t* test. *P < 0.05 in **c**, **P < 0.01, ***P < 0.001 Bonferroni post hoc for independent samples

### Sex-specific transcriptional effects of ERα

To test our hypothesis that ERα drives the transcriptional changes seen in NAc of resilient mice, we quantitatively assessed the similarity of transcriptional profiles using rank-rank hypergeometric overlap (RRHO)^20^ to determine if ERα overexpression recapitulates a resilient transcriptional profile (Fig. 5a). Importantly, since our behavioral data indicated that ERα overexpression in NAc was protective against future stressors, we analyzed the transcriptional effects of ERα in the absence of stress. 

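RNA from NAc punches of unstressed male and female mice was sequenced, with a separate library for each mouse. Mice had received AAV-ESR1, a virus carrying human ESR1, or AAV-GFP, a virus carrying green fluorescent protein. The files analysed here hold 7 male AAV-ESR1 mice, 10 male AAV-GFP mice, 6 female AAV-ESR1 mice and 8 female AAV-GFP mice. The n given in the paper's methods are 6, 8, 6 and 7. The paper left out samples with an RNA integrity number under 8 and AAV-ESR1 mice without up-regulation of human ESR1. The mice left out are not named there, and neither measure is in the files analysed here, so all 31 mice were used. The 7 male AAV-ESR1 mice may thus include a mouse that did not overexpress ESR1. The authors deposited HTSeq counts, the number of reads counted on each gene, without normalization. Each file lists 37991 Ensembl gene identifiers, of which 37205 are in the annotation of NCBIM37 (mm9), the build that the paper names for male mice. Counts on genes ranged from 15781197 to 33329357 per mouse in male AAV-ESR1 mice (median 27847823) and from 17655514 to 49498644 in male AAV-GFP mice (median 27170891.5). They ranged from 20231299 to 31623022 in female AAV-ESR1 mice (median 21537042.5) and from 12725053 to 38738890 in female AAV-GFP mice (median 23572474). Summed over 4 Y chromosome genes, CPM (counts scaled to the counts on all genes of the library) were between 136.3 and 181.5 in the 17 males and 0 in the 14 females, and Xist was at least 560.1 CPM in females and at most 0.53 CPM in males, so every library matched the labelled sex.

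AAV-ESR1 was compared with AAV-GFP in a separate fit for each sex with edgeR's quasi-likelihood test, TMM normalization and the filterByExpr filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The paper instead used cuffdiff for males and limma with voom for females, and cuffdiff could not be repeated from gene counts. The male and female lists were then ranked by the sign of the fold change times –log10 of the nominal p-value and compared by one-sided RRHO, as in the paper's methods. Choices that could move these values are the test, the normalization, the filter on low counts, the ranking of the RRHO lists and the mice that enter the fit. A correction for replicate number was also run, because the labels number the mice within each group. Whether mice with the same number in the 2 virus groups deviate together was checked. The mean correlation of their deviations from the group means, across genes, was -0.163 over 7 male pairs with the same number and 0.021 over 63 pairs with other numbers (permutation test, p = 0.374). In females it was 0.184 over 5 pairs with the same number and -0.023 over 43 others (permutation test, p = 0.267).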

In NAc, genes most strongly upregulated by overexpression of ERα at baseline showed a dramatic (maximum –log *P*value = 30.34) overlap with the genes most strongly upregulated in resilience after CSDS (Fig. 5b). 

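The male list was derived from 7 AAV-ESR1 and 10 AAV-GFP mice (the paper's n are 6 and 8), while the CSDS data with which the paper compared it were not analysed here. Of 16583 genes tested, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.9999. The nominal p-value was under 0.05 for 368 genes, 185 upregulated and 183 downregulated, which is 2.22% of the genes tested. Their median absolute log2 fold change was 0.258. Smyd4 (ENSMUSG00000018809, chromosome 11 of NCBIM37 from 75161935 to 75219207), 1 of the 5 genes named for the smallest p-values among genes higher in both sexes, was 12.54 ± 0.85 CPM (SD, n = 7) with AAV-ESR1 and 10.97 ± 0.75 CPM (SD, n = 10) with AAV-GFP in males. Its log2 fold change was 0.200 (standard error 0.060, adjusted p = 0.9999 from the same test, exact permutation test of the CPM values p = 0.00195). Smyd4 was chosen by its p-values in the same mice, so the permutation test is no independent evidence. Drd2 was 225.0 ± 32.8 CPM with AAV-ESR1 and 249.1 ± 35.1 CPM with AAV-GFP in males, a log2 fold change of -0.137 (standard error 0.092), and Drd1a, the gene of the dopamine D1 receptor, changed by -0.037 (standard error 0.087). Both differences were smaller than the SD of either group. With the replicate number of the labels as a block, a paired fit, 442 genes had a nominal p-value under 0.05, beside 368 without the block. The count rose most, to 795 genes, when genes with as little as 1 count in 1 mouse were kept. From the overlap of the male list with that of resilient mice, the paper concludes that the genes most strongly upregulated by ERα overexpression are also upregulated in resilience.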

In contrast, negligible overlap was seen with the susceptible phenotype (maximum –log *P*value = 9.80) (Fig. 5c). We repeated this analysis using a different CSDS dataset sequenced 30 days after the last stress exposure^17^ and found even stronger (maximum –log *P* value = 305.36) overlap between ERα overexpression and the resilient vs. susceptible comparison amongst upregulated genes, with again no overlap between ERα overexpression and susceptible vs. control conditions (maximum –log *P*value = 4.62). To categorize these downstream effectors in terms of biological function, we extracted 613 co-upregulated genes in the most significant RRHO overlap gene set and performed Gene Ontology (GO) analysis. We found statistical overrepresentation of nervous system and other developmental and cellular processes as well as an underrepresentation of sensory response genes (Fig. 5d) amongst this gene set.

**Fig. 5:**
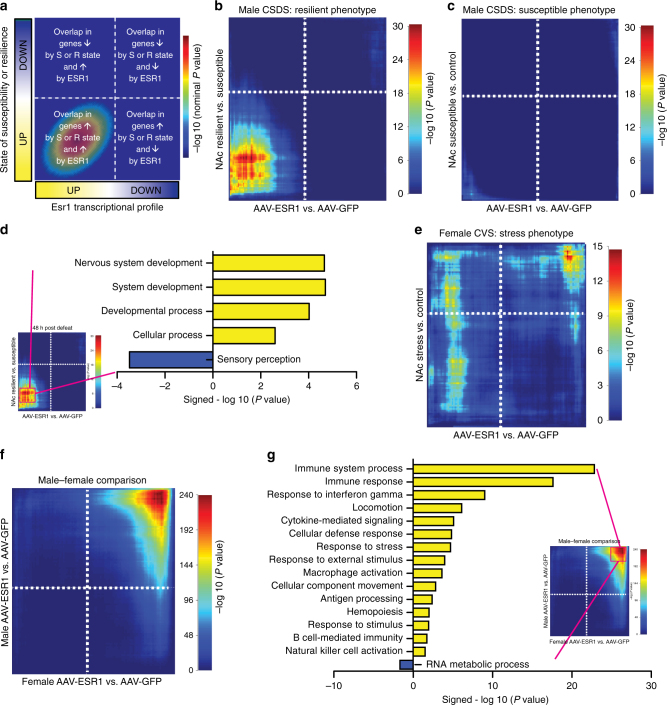
ERα overexpression in NAc recapitulates the transcriptional signature of resilience in male mice. **a** Overview of RRHO. **b** The genes most strongly upregulated by ERα overexpression in the male NAc overlap with genes most strongly upregulated in this region of resilient mice after CSDS. **c **The male transcriptional signature of ERα overexpression is distinct from the transcriptional signature of CSDS susceptibility. **d** GO analysis of transcripts co-upregulated by ERα overexpression and the resilient phenotype after CSDS shows a positive enrichment for genes implicated in nervous system development and a negative enrichment for sensory perception genes. **e** ERα overexpression in the NAc of female mice induces a transcriptional pattern distinct from that induced by CVS. **f** ERα overexpression in male and female mice shows an overlap only in the most strongly downregulated genes. Genes upregulated by ERα overexpression, or moderately regulated in either direction by ERα, do not overlap. **g** GO analysis of transcripts co-downregulated by ERα in males and females indicates positive enrichment with immune-associated functions and underrepresentation of RNA metabolic processes

Unlike CSDS, CVS (6 days) does not generate a clear resilient phenotype in females, and males are unaffected by this paradigm^10,15^. As such, we did not expect to recapitulate the overlap between gene expression changes induced by ERα overexpression and CVS exposure in females, as seen for ERα overexpression and CSDS resilience in males. However, given that ERα levels are decreased in NAc of CVS females, and ERα overexpression renders females resilient to CVS, we tested whether ERα overexpression might induce transcriptional changes opposite to those induced by stress. Contrary to this possibility, ERα overexpression showed no specific pattern of overlap with the CVS stress phenotype in female mice (maximum –log *P*value = 14.73) (Fig. 5e).

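For the female list, 6 AAV-ESR1 and 8 AAV-GFP mice were compared (the paper's n are 6 and 7). The CVS data were not analysed here. Of 16045 genes tested, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.837. A nominal p-value under 0.05 was found for 681 genes, 4.24% of those tested, with 243 upregulated and 438 downregulated. The smallest p-value belonged to Tmprss6 (ENSMUSG00000016942, chromosome 15 of NCBIM37 from 78270098 to 78299064), at 0.245 ± 0.083 CPM (SD, n = 6) with AAV-ESR1 and 0.767 ± 0.263 CPM (SD, n = 8) with AAV-GFP. Its log2 fold change was -1.62 (standard error 0.29, adjusted p = 0.837 from the same test), and an exact permutation test of its CPM values gave p = 0.000999. Because the gene was chosen by its p-value in these mice, the permutation test is no independent evidence. Tnf was 0.680 ± 0.403 CPM with AAV-ESR1 and 1.339 ± 0.646 CPM with AAV-GFP, a log2 fold change of -1.04 (standard error 0.41, adjusted p = 0.933). Limma with voom, the method that the paper states for females, gave 0 genes with an adjusted p-value under 0.05 and 1179 with a nominal p-value under 0.05. With the replicate block 1026 genes had a nominal p-value under 0.05, beside 681 in the unpaired fit, and 1 gene had an adjusted p-value under 0.05. The nominal count moved most when 1 mouse was left out, between 373 and 1335 genes over 14 such fits. From the comparison of this list with that of CVS, the paper concludes that ERα overexpression did not induce a pattern opposite to stress in females.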

Since our transcriptional signatures for male and female mice were acquired under baseline conditions, we could compare the two directly. As such, we next compared the effects of ERα overexpression in NAc of male vs. female mice to determine whether the downstream transcriptional actions are conserved. 

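The RRHO of the male and female lists covered 15987 genes tested in both sexes, in steps of 127 genes. Among co-downregulated genes the maximum –log10 P value was 16.15, at the 8113 lowest genes of the male list and the 2017 lowest of the female list. Among co-upregulated genes the maximum was 10.68, at the 2159 highest male and 7620 highest female genes. The maximum was 0.26 for genes upregulated in males and downregulated in females and 1.82 for the opposite pattern. Of all genes, 51.5% changed in the same direction in both sexes, and the log2 fold changes had a Spearman rho of 0.129 and a Pearson r of 0.141 across genes, which are not independent replicates. Only 3 genes were downregulated with a nominal p-value under 0.05 in both sexes, with 4.73 expected (Fisher's exact test, p = 0.636), and 5 were upregulated, with 2.71 expected (Fisher's exact test, p = 0.200).

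Across the 31 fits that each left out 1 mouse, the co-downregulated maximum ranged from 0.60 to 201.81 with a median of 15.24, and the co-upregulated maximum ranged from 1.36 to 154.17 with a median of 10.995. The co-downregulated value was the larger of the pair in 21 of the 31 fits. With limma-voom it was the smaller, 3.83 beside 9.32. The co-upregulated maximum moved most in the fits that left out 1 mouse, while the co-downregulated maximum moved most when both lists were ranked by log2 fold change, which gave 257.09 and a co-upregulated maximum of 111.05. With the replicate block in both fits, the paired analysis, these maxima were 1.06 and 3.67, beside 16.15 and 10.68 without it. From a strong overlap among downregulated genes and none among upregulated genes, the paper concludes that the effects of ERα that matter for resilience differ between the sexes.

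**Figure D1:**
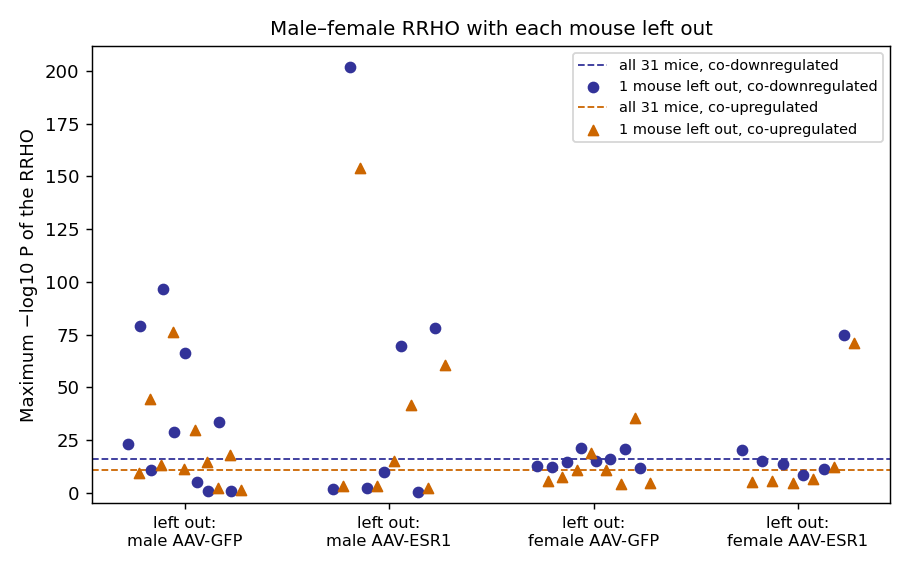
Maximum –log10 P value of the male and female RRHO, on the y axis, after leaving out each of the 31 mice, grouped on the x axis by the group of the mouse left out. Circles are co-downregulated and triangles co-upregulated maxima, dashed lines mark 16.15 and 10.68, the values with all mice, and leaving out 1 male AAV-ESR1 mouse raised the co-downregulated maximum to 201.81, while leaving out another lowered it to 0.60.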

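A difference between the sexes was tested directly, as the interaction of sex and virus in a single fit of all 31 mice. Of 16892 genes tested, 0 had an adjusted interaction p-value under 0.05 in edgeR's quasi-likelihood test, and 291 genes, 1.72%, had a nominal p-value under 0.05. The 5 genes with the smallest interaction p-values were Gm16595, Gm16747, Igkv13-84, Gm16594 and Gm16948, all annotated as immunoglobulin V genes, a family in which reads shared between near-identical genes are uncertain at the gene level. Gm16595 (ENSMUSG00000076645, chromosome 12 of NCBIM37 from 115008061 to 115008494) had an interaction log2 fold change of 13.7 (standard error 2.95, adjusted p = 0.9999). It reached 239.1 CPM in 1 male AAV-ESR1 mouse and at most 5.04 CPM in the other male AAV-ESR1 mice. Among co-upregulated genes, the 5 with the smallest p-values in both sexes were Gm16866, Nxph1, Cidea, Smyd4 and Rai2. Nxph1 had a log2 fold change of 0.194 (standard error 0.082) in males and 0.350 (standard error 0.094) in females, and its interaction log2 fold change was -0.161 (standard error 0.128, adjusted p = 0.9999). Log2 fold changes of Gm16866 were 0.376 in males and 0.420 in females, those of Cidea 0.496 and 0.513, those of Smyd4 0.200 and 0.166, and those of Rai2 0.202 and 0.178. Only DESeq2 changed the interaction count, to 1 gene with an adjusted p-value under 0.05, and the replicate block left it at 0. The paper reasons from upregulated genes without an overlap that the part of the response that resembles resilience is not apparent in females.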

While there was robust coexpression amongst the most downregulated genes (maximum –log* P* value = 239.52), the upregulated genes, which were the strongest area of overlap between male ERα overexpression and resilience (Fig. 5b), did not overlap significantly (Fig. 5f). To determine the biological functions associated with the shared overlap in downregulated genes, we performed GO analysis on the 320 most significant RRHO-identified genes. 

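The most significant co-downregulated set of the RRHO held 1197 genes, with 1023.6 expected from the sizes of the lists. Named by the smallest p-values among genes lower in both sexes, Ddit4l, Grin3b, Colq, Tmprss6 and Fam78a all belonged to it. Ddit4l (ENSMUSG00000046818, chromosome 3 of NCBIM37 from 137284576 to 137291297) was 15.08 ± 3.51 CPM (SD, n = 7) with AAV-ESR1 and 20.48 ± 5.43 CPM (SD, n = 10) with AAV-GFP in males. Its log2 fold change there was -0.430 (standard error 0.157, adjusted p = 0.9999 from edgeR's quasi-likelihood test, exact permutation test p = 0.0387). In females it was 8.01 ± 0.83 CPM (SD, n = 6) with AAV-ESR1 and 10.40 ± 1.32 CPM (SD, n = 8) with AAV-GFP, a log2 fold change of -0.383 (standard error 0.100, adjusted p = 0.933, exact permutation test p = 0.0040). Log2 fold changes of Grin3b were -0.529 in males and -0.534 in females, those of Colq were -0.646 and -0.564, and those of Fam78a were -0.310 and -0.168. Tmprss6 had log2 fold changes of -0.514 in males and -1.62 in females. None of these genes had an adjusted p-value under 0.05 in either sex in edgeR's test. They were chosen by p-values in the same mice, so the permutation tests of Ddit4l are no independent evidence. The Wald test of DESeq2 gave an adjusted p of 0.0312 for Tmprss6 in females. Leaving out 1 mouse moved the size of the set most, from 2 to 3849 genes across the 31 fits that each left out 1 mouse, and with the replicate block, the paired fit, it was 4 genes beside 1197 without it.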

Within this set, we found statistical overrepresentation of immune-related processes with an underrepresentation of terms related to RNA metabolism (Fig. 5g).

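Gene sets written before the files were seen stood in for GO terms, and 16 sets were tested. The immune set held 277 tested immune genes, such as cytokines, chemokines, complement components and markers of immune cells. Of these, 168 were among the 1197 co-downregulated genes, with 20.7 expected, an odds ratio of 22.0 (95% confidence interval 17.0 to 28.5, Fisher's exact test p = 1.19e-118, 1.9e-117 after Benjamini-Hochberg adjustment over the 16 sets). The set had 0 members among the 1172 co-upregulated genes, with 20.3 expected. Markers of microglia, the resident macrophages of the brain, were co-downregulated for 14 of 19 genes tested, and markers of T and NK cells for 18 of 29. The RNA processing set held 314 tested genes of RNA processing families, chosen by symbol prefix. Of these, 5 were co-downregulated, with 23.5 expected, an odds ratio of 0.197 (95% confidence interval 0.063 to 0.465, Fisher's exact test p = 3.85e-06, adjusted p = 1.54e-05). Fisher's exact test treats genes as independent. When virus labels were shuffled within each sex, 13 of 100 splits, the real one included, gave an odds ratio of at least 22.0. In 26 of these splits the immune odds ratio was above 1 with a Fisher's exact test p under 0.05. The co-downregulated set took the 8113 lowest of 8210 genes downregulated in males, so nearly any negative male fold change sufficed. Across the 31 fits that each left out 1 mouse, the odds ratio of the immune set ranged from 0 to 30.4 and that of the RNA processing set from 0 to 0.927. With the replicate block, the paired fit, the co-downregulated set shrank to 4 genes and held 0 genes of either set. The odds ratio of 0, beside 22.0 for the immune set without the block, decides nothing, because 4 genes are too few. The immune odds ratio was 24.3 with DESeq2, 25.3 with limma-voom and 19.5 with upper-quartile normalization. With at least 10 counts in every mouse it was 21.4, and with no filter 15.6. Its direction was reversed in 4 of the 31 fits that each left out 1 mouse. The immune odds ratio rose most with lists ranked by log2 fold change, to 44.48. From the overrepresented and underrepresented GO terms, the paper concludes that genes downregulated by ERα in both sexes belong to immune-related processes.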

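The expression of the immune genes in each mouse was summarised as a score, the mean over the set of log2(CPM + 1). In males the score was 3.88 ± 0.86 (SD, n = 7) with AAV-ESR1 and 3.92 ± 1.06 (SD, n = 10) with AAV-GFP, a difference of -0.040 (exact permutation test, p = 0.933). The scores of the male AAV-ESR1 mice were 2.87, 4.73, 3.54, 3.87, 4.84, 2.77 and 4.55. Those of the male AAV-GFP mice were 4.06, 2.71, 4.47, 2.00, 3.86, 3.11, 4.65, 5.35, 3.89 and 5.11. In females the score was 3.55 ± 0.81 (SD, n = 6) with AAV-ESR1 and 4.17 ± 0.45 (SD, n = 8) with AAV-GFP, a difference of -0.628 (exact permutation test, p = 0.0826). Scores of the female AAV-ESR1 mice were 4.23, 4.36, 4.06, 3.13, 3.20 and 2.29. Female AAV-GFP mice had scores of 4.09, 4.35, 4.12, 4.69, 4.63, 3.51, 4.46 and 3.55. The male difference was smaller than the SD of either group, and the female difference lay between the SDs of its groups. The male difference minus the female difference was 0.588 (permutation test with 100000 permutations, p = 0.334). Leaving out 1 mouse moved the female difference most, between -0.789 and -0.377, and the male difference then lay between -0.253 and 0.144. The male difference moved most over every choice of the paper's n among the mice, an analysis chosen after seeing the data, and ranged from -0.591 to 0.471. With the replicate number of the labels as a block, also run after the data were seen, the mean difference over 7 male pairs was -0.024 (exact permutation test over sign flips, p = 0.984), beside -0.040 without pairing. Over 5 female pairs it was -0.651 (exact permutation test over sign flips, p = 0.1875, where the smallest possible p is 0.0625), beside -0.628. The microglia markers alone gave differences of -0.043 in males (exact permutation test, p = 0.881) and -0.442 in females (exact permutation test, p = 0.0426, 0.653 after Benjamini-Hochberg adjustment over 30 comparisons). From the shared downregulated genes, the paper reasons that lower expression of immune genes is an effect of ERα common to both sexes.

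**Figure D2:**
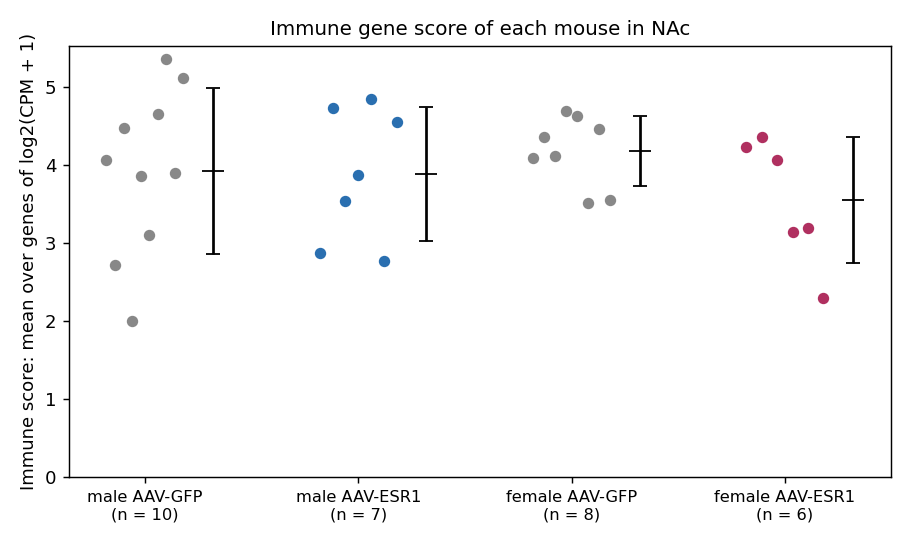
Immune score of each mouse, the mean over the immune genes of log2(CPM + 1), on the y axis, by sex and virus on the x axis. Points are mice, horizontal bars are means and error bars are SD, and male scores span 2.00 to 5.35 with AAV-GFP and 2.77 to 4.84 with AAV-ESR1, and female scores span 3.51 to 4.69 with AAV-GFP and 2.29 to 4.36 with AAV-ESR1.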

## Discussion

Clinically, numerous associations between estrogen signaling and MDD have been reported. For example, women are more likely to suffer from MDD than men^21^, and periods during which estrogen levels are changing, such as postpartum and perimenopause, are associated with higher rates of depression^22,23^. In addition, some data suggest that use of hormonal contraception is associated with a higher risk of depression^24^, especially during adolescence when certain contraceptives decrease estrogen levels by suppressing the hypothalamic-pituitary-ovarian axis^25^. Despite these links, the mechanisms underlying estrogen action have remained elusive. Further, the role of estrogens in males, who have both circulating estrogens and the ability to convert androgens to estrogens locally in the brain via aromatase^26^, has been minimally explored.

Our findings implicate ERα as a master regulator of transcriptional changes that drive resilience to CSDS in males (Fig. 1). While genetic alterations in ERα have been linked to MDD in humans in candidate gene studies^27,28^, these findings are unique to females^28^. Surprisingly, our upstream regulator analysis in CVS identified *ESR1* in male, but not female, stress (Supplementary Fig. 1b). Although the direction of the prediction in males (inhibition by stress) is consistent with a pro-resilient role for ERα, male mice (unlike female mice) do not show behavioral alterations following the 6-day CVS paradigm^15^. Despite this finding, ERα levels were decreased by CVS in the female NAc nuclear fraction (Fig. 2c) and ERα overexpression increased resilience in CSDS (Fig. 4). Consequently, our results indicate that ERα acting in NAc is pro-resilient in both sexes. Since *ESR1* was not a predicted regulator in PFC (Supplementary Fig. 1a) and overexpression of ERα in PFC had no effect in CSDS (Supplementary Fig. 5c, d), our data indicate that this effect is region-specific.

While there is some evidence for a possible antidepressant effect of ERα, for example, injections of an ERα agonist have been shown to mitigate postpartum depression-like responses in rats with resulting changes in *BDNF* and pERK signaling^29^, our study identifies transcriptional regulation of numerous downstream targets (Fig. 5) as the basis of ERα action. It is well established that estrogen can contribute to diverse effects within the male and female brain^30^, and some effects of estrogens, such as the rapid induction of plasticity in the dopaminergic system^31,32^, are likely a product of membrane-bound ERs that are more prominent in NAc^33^. However, even within these areas, some effects of estrogen occur on a time scale indicative of transcriptional action^34^. Our findings that ERα is modulated by stress paradigms only in the nuclear fraction (Fig. 2a–d), is enriched in the nucleus of D1-expressing and D2-expressing neurons (Fig. 2g), and mimics the transcriptional effects of resilience (Fig. 5b) suggest that the nuclear actions of ERα mediate its antidepressant effects.

Importantly, while resilient mice show higher levels of ERα in NAc nuclear fractions than susceptible mice, control mice show an intermediate phenotype (Fig. 2a) with nuclear ERα levels directly correlating with resilient behavior (Supplementary Fig. 2c). Further, female CVS, which does not include a clearly defined resilient population, decreases nuclear ERα levels (Fig. 2c). These findings suggest that ERα expression in NAc decreases from baseline in the presence of stress, but increases from baseline as part of resilience. As such, alterations of ERα have the potential to change the transcriptional profile whereby the downstream targets of ERα would be most affected in resilience and least affected in susceptibility.

Our results indicate that ERα can induce the transcriptional signature of resilience in the absence of stress (Fig. 5b). While it has been reported that antidepressants such as ketamine and imipramine can induce resilience-specific gene expression profiles^17^, this only occurs in drug responders. Our findings, in contrast, suggest that ERα could be used to boost active resilience mechanisms prior to stress. Previous studies in animal models have indicated that neural estrogens can protect against the detrimental cognitive effects of stress in both females and males^35^. Our data extend these findings by reporting that ERα specifically (Fig. 1), as well as its downstream transcriptional effects (Fig. 5), are essential to this mechanism and the resulting protective effects.

The NAc contains two principal types of medium spiny neurons with different functional properties. Although ERα is expressed in both D1-expressing and D2-expressing neurons (Fig. 2g) and our AAV-ESR1 virus shows tropism for both cell types (Supplementary Fig. 4), cell-type-specific contributions to both pro-resilient behavior and ERα-dependent transcriptional profiles are possible and warrant future study.

Our upstream regulator analysis is the first in silico approach to identify drivers of CSDS transcriptional changes. This marks a significant departure from previous in vivo studies^8–12,15,19^, which selected targets based on a priori hypotheses related to known alterations in brain function. Our approach was successful in that it identified both upstream regulators previously implicated in MDD, such as interleukin-6^36–38^, tumor necrosis factor^37^, and β-catenin (*CTNNB1*)^9^, as well as novel genes such as *ESR1*, which was the top regulator (Fig. 1b). Further, our data suggest that while both CSDS and CVS uniquely affect NAc ERα signaling (Fig. 2a–d), and increased NAc ERα signaling is pro-resilient in both paradigms (Figs 3–4), the relevant downstream transcriptional effects of ERα are sex-specific. This is consistent with RNA-sequencing studies demonstrating divergent stress-dependent transcriptional responses in NAc of male vs. female mice^7,15^ as well as research demonstrating that estrogens can produce identical effects in males and females through different mechanisms^39^. Although there was considerable overlap in the genes downregulated by ERα in NAc of male vs. female mice (Fig. 5f), the genes upregulated by ERα, which overlapped with the resilient phenotype in male CSDS (Fig. 5b), were not apparent in females. However, our finding that ERα downregulates immune response genes in the male and female NAc (Fig. 5g), and the established associations between inflammation and MDD^36–38^, suggests that this process may be a universal mechanism that also contributes to the antidepressant potential of ERα. Despite consistency between males and females in the directionality of changes in estrogen-related proteins in NAc (Fig. 2), we found baseline sex differences across nuclear and cytosolic fractions (Supplementary Fig. 3) that could contribute to altered ERα-dependent transcriptional profiles. Since recent studies have modified the CSDS protocol to successfully induce depression-like behavior in female C57BL/6J mice^40,41^, future studies can take advantage of this paradigm to further explore these sex differences and determine whether, similar to males, the transcriptional activation induced by ERα in the female NAc recapitulates the transcriptional profile of female resilience.

Our findings reveal that ERα signaling in NAc drives much of the transcriptional changes necessary for homeostatic resilience^16,17,19^ and that, even in the absence of stress, ERα can induce a resilient-like transcriptional state. This extends to both male and female stress paradigms, although the downstream transcriptional effects of ERα are sex-specific for upregulated, but not downregulated, genes. Together, these results provide critical mechanistic insight into the regulation of resilience that may be useful for the development of novel antidepressants.

## Methods

### Upstream regulator analysis

Upstream regulator analysis was performed using the upstream regulator tool in QIAGEN’s Ingenuity^®^ Pathway Analysis (Qiagen Redwood City, CA, USA, www.qiagen.com/ingenuity). This function predicts the identity and direction of change of upstream regulators for a given differential expression signature from the magnitude and scale of gene expression changes in a dataset. Predictions used in this study were based on experimentally observed interactions within all datasets in IPA with the stringent filter setting applied. Reported *P* value calculations were determined from the Ingenuity Knowledge Base reference set considering both direct and indirect relationships. Interactions from all nodes, data sources, species, and mutations were utilized to predict regulators, but data from tissues and cell lines were excluded. In order to provide a high confidence for regulators, bioinformatically predicted interactions that have not yet been shown experimentally were excluded. Any regulator for which there was sufficient evidence to generate an activation/inhibition prediction is reported. Input to IPA was prepared from our previous work describing transcriptional changes by RNA-sequencing in the NAc and PFC 48 h after CSDS (Gene Expression Omnibus database: GSE72343)^16^ and the NAc 48 h after CVS (6 days) (Gene Expression Omnibus database: GSE85136)^15^. Data were filtered for protein-coding genes. Three separate comparisons (susceptible vs. resilient, resilient vs. control, and susceptible vs. control) were utilized for CSDS, and one comparison (stressed mice vs. unstressed mice) was used for male and female mice in CVS. All sequenced genes from these datasets were uploaded to IPA along with expression (log fold change) and significance (*P* value) values for every differential expression comparison. In order to identify top upstream regulators, IPA upstream regulator analysis was first performed on a limited dataset including only the most differentially expressed genes (log fold change > |1| and an expression *P* value < 0.05). Statistically significant (*P* value < 0.05) upstream regulators in each dataset were combined in a region-specific comparison analysis to visualize common regulators between differential expression comparisons. Regulators were sorted by activation *z*-score to reveal the strongest predicted regulators across a dataset. Notably, while IPA identifies multiple regulators as statistically significant (*P* value < 0.05), only regulators generating a prediction for activation (*z*-score > 0) or inhibition (*z*-score < 0) were analyzed. Once upstream regulators were identified, all possible associations with a known regulator were defined by lowering the filter cutoff to only log fold change >|1|.

### Animals and behavior

Mice were maintained on a 12 h light–dark cycle with lights on at 7:00 a.m. and a controlled temperature range of 22–25 °C. Food and water were provided ad libitum except for the 24 h preceding NSF testing, when food was removed. All experiments conformed to the Institutional Animal Care and Use Committee guidelines at Mount Sinai. All behavioral testing was counterbalanced across experimental groups, and assignment to experimental groups was random. Behavioral analysis was performed either automatically by video tracking software (Ethovision 10.0, Noldus), manually on pre-recorded video by investigators blind to study design, or manually in real time. To ensure adequate power, sample sizes were chosen in accordance with number of mice needed to show statistical significance in CSDS and CVS as defined by previous studies^15,16^. Experiments were not replicated unless otherwise specified.

CSDS and SI tests were performed according to our established protocol^8,19^. Eight-week-old male C57BL/6J mice (Jackson Labs) were subjected to ten daily 10-min defeats by a novel CD1 retired breeder aggressor mouse (Charles River Laboratories) that had been previously screened for aggressive behavior. Screening took place in 3-min intervals over the 3 days preceding the first defeat. Mice that attacked C57Bl/6J screener mice on all 3 days were selected for inclusion in the study. Aggressive CD1 mice were placed on one side of a large hamster cage separated by a perforated Plexiglas divider. At the onset of the CSDS, a single C57BL/6J mouse was placed into the same side of the cage as the CD1, and the CD1 was given 10 min to physically attack the C57BL/6J mouse. At the end of these 10 min, the C57BL/6J mouse was moved to the other side of the Plexiglass divider, where there was no more physical contact. However, as the divider was perforated, sensory contact continued. After 24 h of sensory contact, the C57BL/6J mouse was moved into the adjacent hamster cage where the procedure was repeated. Control mice were housed in a mouse cage with a Plexiglas divider. To simulate the CSDS protocol without the physical or emotional stress, another C57BL/6J mouse was placed on the opposite side of the divider, but no physical contact was allowed between the two mice. In order to control for experimental handling effects, control C57BL/6J mouse were moved to a new half of a cage every day during the defeat procedure. CSDS was completed in 10 days for all experiments with the exception of AAV-ESR1/AAV-GFP injection into the PFC, whereby 10 days was insufficient to establish a baseline effect in the SI test and an additional 2 days of defeat were performed. After the final defeat, C57BL/6J mice were single-housed in preparation for behavioral testing the subsequent day.

All behavioral tests took place in a behavior suite different from where defeat was performed. Behavior testing took place during the animals’ light cycle. Mice were given 1 h to habituate to the room prior to behavioral testing. In all cases of CSDS, SI testing was the first behavioral test performed. SI testing was performed under red light in a closed behavioral chamber. C57BL/6J mice were placed into an open arena with an empty cage at one side (interaction zone). Mice were given 2.5 min to explore the arena and then removed. A novel CD1 aggressor to which the C57BL/6J mouse had never been exposed to was placed in the cage (interaction zone) and the procedure was repeated. Time in the interaction zone and locomotion were recorded automatically with video tracking software. Data were analyzed as time spent in the interaction zone when the aggressor was absent compared to time spent in the interaction zone when the aggressor was present. SI ratio was calculated as (time in the interaction zone with a target mouse present)/(time in the interaction zone with target absent). For protein analysis, defeated mice with SI ratio scores >1.2 that spent >60 s in the interaction zone when the target was present were determined to be resilient. Defeated mice with SI ratio scores <0.8 that spent <40 s in the interaction zone when the target was present were determined to be susceptible. In addition, locomotion was assessed as total distance moved when the aggressor was absent.

OFT was performed on the same day as social interaction. To minimize spillover effects of subsequent behavioral tests, mice were given 2 h in the home cage prior to the next behavioral test. During OFT, mice were given 10 min to explore an open arena under red light. Although nothing was physically placed in the arena, center and periphery were defined in video tracking software. Total time in the center was recorded and utilized for analysis.

FST was also performed on the same day as social interaction with an additional 2 h in the home cage prior to testing to minimize possible spillover effects. Since FST is the most stressful test, it was always performed last. FST was performed in 4 L Pyrex beakers filled with two liters of 25°C (±1°) water. Mice were placed into the water and recorded by a front-facing camera for a period of 6 min. Investigators blind to study design scored FST videos by dividing the 6 min segments into 72 five-second intervals and recording latency to immobility swimming or floating behavior during each of those intervals.

CVS was performed as previously described^15^ with three different hour-long stresses performed twice over a total of 6 days. Females utilized for CVS were 8-week-old female C57BL/6J mice. The order of stressors was foot shock (0.45 mA) on days 1 and 4, tail suspension on days 2 and 5, and restraint stress (in a 50 mL Falcon tube in the home cage) on days 3 and 6. Mice were group housed (five mice per cage) when they were not being stressed and control mice remained in their home cages throughout. After the last stressor, stressed and unstressed control mice were single-housed in preparation for behavior the following day. Due to logistical reasons, behavior on CVS stressed mice and unstressed controls were staggered by 1 day. Accordingly, direct comparisons between these groups could not be performed. However, the sequence of behavioral tests was identical for each group.

In order to determine estrous cycle phase, female mice were smeared vaginally according to previously described protocols^15^. Estrous phase on the day of sacrifice was used for analysis, and mice in the estrous stage were excluded from the analysis. Behavior on CVS mice included NSF, FST, and sucrose preference tests, which occurred on subsequent days. These tests were adapted from published studies^10,15,16,19^ with specific methodological details and any deviations described herein.

NSF was performed on the first post-stress day. On the last day of stress, mice were single-housed in a new cage without food to undergo 24 h of food deprivation. The following day, mice were placed in a novel arena with corncob bedding and a single piece of food in the center of the arena. Time to feed was recorded manually under white light. Mice were given a maximum of 10 min to eat, after which the trial was ended and latency of 600 s was recorded. After the mouse ate in the novel arena, the mouse was returned to the home cage where a single piece of food was located in the center, and time to eat in the home cage was recorded. Data were analyzed as latency to eat in the novel arena and latency to eat in the home cage. FST was performed as described above on the subsequent day.

Sucrose preference test was performed as a two-bottle choice test over three consecutive days prior to sacrifice for both CSDS and CVS. One bottle was filled with water and the other bottle was filled with 2% sucrose. Initial weights of each bottle were recorded and bottle weights were recorded each morning and evening over the sucrose preference period. Sucrose preference was calculated as change in weight of the sucrose bottle/change in weight of both bottles × 100. Total sucrose preference over the 3-day period was used for analysis.

In order to allow for peak AAV expression at the time of behavior, viral infusions and behavior were separated by nearly 4 weeks as described in reported experimental timelines. In order to examine the effects of different AAV infusions on body weight, mice were weighed prior to infusion and then again at 3.5 weeks to reflect the effect of virus alone. Because male and female behavior took place at different times, comparisons between male and female mice on specific behavioral tests were not performed. However, sex differences in stress-dependent behaviors are well documented in the literature^15,42^.

### Statistics

Statistics were performed in Prism version 5.0 for Mac (GraphPad Software, La Jolla, CA, USA) and SPSS Statistics version 22 (IBM Corp, Armonk NY, USA). In cases where data met the assumptions necessary for parametric statistics, data from two groups were analyzed using a two-tailed Student's *t* test and data from three or more groups were analyzed with a one-way analysis of variance (ANOVA). In cases where the data did not meet assumptions for parametric statistics, such as statistically different variance as determined by a Levene’s test, data from two groups were analyzed using an independent samples Mann–Whitney and data from three or more groups were analyzed with a Kruskal–Wallis test. Post hoc statistical testing was performed when the *P *value of the initial test rounded to a value that was ≤0.05. For parametric statistics, Tukey’s and Bonferroni tests were used. For nonparametric statistics, different groups were compared by independent samples Mann–Whitney tests. In cases when the same experimental test was performed different times with different settings (i.e., novel arena, home arena in NSF) and parametric statistics were permitted, a mixed-model ANOVA was employed. A mixed-model ANOVA concurrently analyzes the effect of one between-subjects measure (i.e., virus) and one within-subjects measure (i.e., arena). To assess differences in estrous cycle phase, a *χ*^2^ test was used and a linear regression test was employed to determine the association between SI and nuclear ERα expression. Outlier detection was performed for all sets using a Grubbs test with an *α*-value of 0.05. Statistical outliers were excluded from analysis. Statistical test utilized is reported in figure legends.

### Factor analysis

In order to establish baseline effects of stress in females, we utilized factor analysis on the sum of all behavioral outputs. Since female behaviors in CVS stressed mice and unstressed controls did not occur on the same day, examining stress effects in individual tests was statistically inappropriate. However, by reducing the dimensionality of the independent behavioral variables with exploratory factor analysis, we were able to account for variability in the data due to differences in cohort. Standard factor analysis was performed using the scikit-learn package. We used 10-fold cross-validation (CV) to choose the number of actors and found that a single factor maximizes the CV log-likelihood (Supplementary Fig. 6a, b).

### Tissue collection

Mice were killed directly from the home cage 24 h after final behavior. Brains were removed and cooled prior to slicing on a pre-defined brain matrix. Tissue was dissected and frozen immediately on dry ice. Two punches (bilateral) from each mouse were combined, but samples were not pooled between mice.

### Subcellular fractionation and Western blotting

Frozen NAc tissue punches were fractionated into nuclear and cytosolic components using established procedures^43^. Two NAc punches were pooled bilaterally from a single animal and homogenized in 60 µL of 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES)-buffered sucrose using a Teflon homogenizer at 400 rpm. Each sample was homogenized with 30 up and down strokes followed by centrifugation (1000 x *g*) at 4 °C for 10 min. Supernatant was collected as the cytosolic fraction and the resulting pellet was re-suspended in HEPES-buffered sucrose followed by additional centrifugation (1000 x *g* at 4 °C for 10 min). This procedure was repeated to yield a washed nuclear fraction, which was re-suspended in radioimmunoprecipitation assay buffer for analysis. Prior to protein quantification, samples were quantified using a DC protein assay (Bio-Rad). For each analysis, equivalent input protein concentrations were used. Lysates were calibrated to 12 µL of solution and 3 µL of reducing sample buffer containing sodium dodecyl sulfate (SDS) and dithiothreitol was added. Samples were mixed and heated at 95 °C for 5 min. Samples were removed from heat and centrifuged for 30 s before loading on a Criterion 4–15% Tris-HCl 1.0 mm precast gel (Bio-Rad). Proteins were separated based on molecular weight with SDS-polyacrylamide gel electrophoresis followed by membrane transfer to Immoblion-P 0.45 um pore side membranes (Millipore) at 100 V for one hour. Protein transfer was completed in SDS-free transfer buffer containing 15% methanol at 4 °C. To reduce non-specific binding, membranes were blocked in Tris-buffered saline containing 5% bovine serum albumin and 0.1% Tween-20 for 1 h at room temperature. Subsequently, membranes were incubated in primary antibody dissolved in blocking solution overnight at 4 °C. Following multiple washes, membranes were incubated in secondary antibodies containing peroxidase (Vector Labs) dissolved in blocking solution at room temperature for 2 h. Membranes were washed again, and then developed with chemiluminescent substrate (Thermo Scientific). Primary antibodies were used at a 1:1000 dilution and secondary antibodies were used at a 1:50 000 dilution. The following antibodies were used: ERα (Millipore, Cat# 06-935), ERβ (Abcam, Cat# ab3577), and aromatase (Cell Signaling, Cat# 14528). Protein expression was quantified using Image J software (United States National Institute of Health) using the densitometry tool to measure an equally sized rectangular space surrounding the protein on converted 8-bit images. In order to compensate for any irregularities in the gel or imaging, the space immediately above the protein of interest was measured as well and its intensity was subtracted as a control. In order to merge multiple cohorts, the control condition for each blot was normalized to an expression value of one. To compare protein expression between sexes, four male replicates were repeated on the female Western blots, and expression values were scaled accordingly. Full western blots for all samples used in analysis are shown in Supplementary Figs. 7–9. Blots were stripped and re-probed to analyze different proteins in the same sample.

### Viral reagents

FLAG-tagged AAV expressing ESR1 was prepared by cloning a plasmid containing human ESR1 (Origene, SC125287) into the pCMV5-XL5 plasmid. A FLAG tag was added and the plasmid was packaged into AAV serotype 1 with a ubiquitous promoter chicken beta7 with a titer of 5 × 1012 by the Vector Core of the University of Pennsylvania. AAV-GFP (AAV1.Cb7.Ci.eGFP.WPRE.rBG) was purchased directly from the Vector Core (Catalog Number: AV-1-PV1963) for use as a control.

### Viral-mediated gene transfer

Stereotaxic surgeries targeting the NAc and PFC were performed as previously described^16^. Mice were anesthetized with an intraperitoneal injection of ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^) dissolved in sterile water. Subsequently, mice were placed in a small-animal stereotaxic device (Kopf Instruments) and the skull surface was exposed. 33-gauge needles (Hamilton) were utilized to infuse 0.5 µL of virus at a rate of 0.1 µL min^−1^ followed by a 5-minute rest period to prevent backflow. The following coordinates were utilized for the NAc (from bregma: anterior/posterior +1.6 mm, medial/lateral +1.5 mm, dorsal/ventral −4.4 mm; 10° angle) and PFC (from bregma: anterior/posterior +1.8 mm, medial/lateral +0.75 mm, dorsal/ventral −2.7 mm; 15° angle). Due to viral spread, NAc injections were non-specific to shell vs. core. While PFC injections targeted the infralimbic cortex, virus spread sometimes extended beyond these anatomical boundaries to other regions of the PFC. Because AAV-ESR1 was FLAG-tagged and did not contain GFP, dissection of virally infected tissue for both AAV-GFP and AAV-ESR1 was performed based solely on anatomical boundaries (described above). However, because the *ESR1* overexpressed (human) was not endogenous to the mouse, successful overexpression was confirmed following sequencing by aligning the reads to the human *ESR1* gene. AAV-ESR1 injected mice that did not show up-regulation of human *ESR1* were excluded from downstream analysis.

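Reads on the mouse gene can be followed in the counts, while the human ESR1 sequence is not in the files analysed here. Mouse Esr1 (ENSMUSG00000019768) lies on the minus strand of chromosome 10 of NCBIM37 from 5340927 to 5734948. Between 20 and 147 reads per mouse were counted on it. Its expression was 1.84 ± 0.45 CPM (SD, n = 7) with AAV-ESR1 and 1.82 ± 0.50 CPM (SD, n = 10) with AAV-GFP in males, a log2 fold change of 0.028 (standard error 0.180, adjusted p = 0.9999 from edgeR's quasi-likelihood test, exact permutation test p = 0.907). In females it was 3.19 ± 1.55 CPM (SD, n = 6) with AAV-ESR1 and 3.06 ± 1.70 CPM (SD, n = 8) with AAV-GFP, a log2 fold change of 0.044 (standard error 0.344, adjusted p = 0.999, exact permutation test p = 0.890). The values of the male AAV-ESR1 mice were 1.45, 1.40, 1.67, 2.45, 1.76, 2.48 and 1.69 CPM, and those of the female AAV-ESR1 mice were 3.73, 2.41, 1.86, 6.09, 2.30 and 2.73 CPM. Male AAV-GFP mice had 1.32, 1.38, 1.82, 1.73, 2.04, 1.42, 1.44, 3.00, 2.00 and 2.00 CPM. Female AAV-GFP mice had 1.90, 1.84, 2.86, 6.54, 2.96, 2.22, 4.58 and 1.59 CPM. With the replicate block, the paired fit, the log2 fold change was -0.046 in males and 0.165 in females, beside 0.028 and 0.044 without it. Leaving out 1 mouse moved the female value most, from -0.244 to 0.306.

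**Figure D3:**
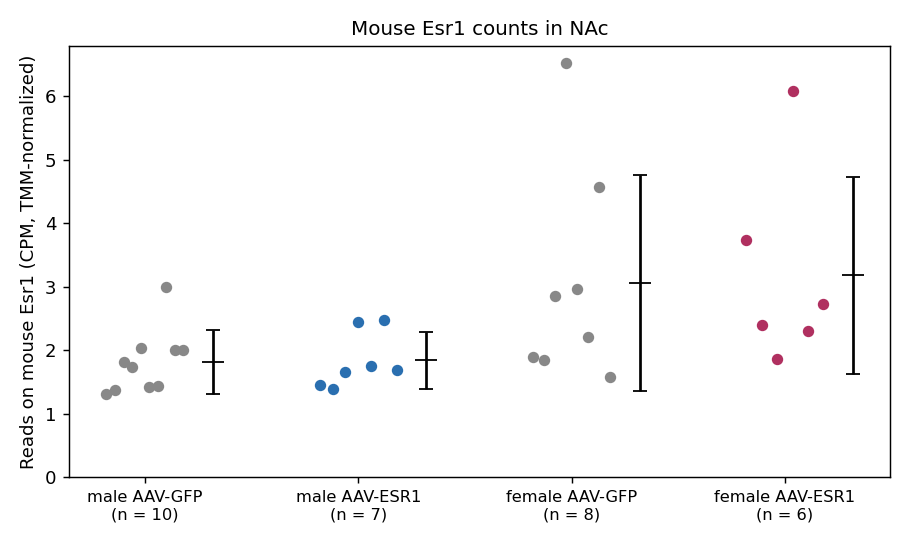
Reads on mouse Esr1 in each mouse, in TMM-normalized CPM on the y axis, by sex and virus on the x axis. Points are mice, horizontal bars are means and error bars are SD, and values of AAV-ESR1 and AAV-GFP mice overlap in both sexes, and the highest values, 6.09 and 6.54 CPM, belong to 1 female mouse of each virus group.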

### Immunohistochemistry

Mice were anesthetized with an intraperitoneal injection of ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^) dissolved in sterile water and transcardially perfused with 20 mL 1× phosphate-buffered saline (PBS) over 5 min. Twenty microliters of 4 °C 4% paraformaldehyde (PFA) was injected over 5 min to fix the tissue. Brains were extracted and stored in 4 °C PFA overnight, followed by a 30% sucrose solution for additional storage. Brains were sectioned at 50 μm and washed in 1x PBS. Sections were blocked in a 1.5% bovine serum albumin solution (dissolved in PBS-Triton) at room temperature for 1 h, followed by incubation in a solution of primary antibody (in PBS-Triton) overnight at 4 °C. After a wash in PBS-Triton, sections were incubated in secondary antibody (in PBS-Triton) for 1 h at room temperature. Sections were washed a final time before being mounted on gelatin-coated slides and dried overnight. Vectashield hard antifade mounting medium with 4',6-diamidino-2-phenylindole (DAPI) (Vector Labs) was applied and the coverslip was added. All slides were analyzed using an LSM710 laser-scanning confocal microscope (Carl Zeiss). Placement and expression of virus was imaged in C57BL/6J mice using a x10 objective of 30 individual tiles in a single plane. Studies examining D1 and D2 specificity were performed on transgenic D1-GFP and D2-Tomato mice on a C57BL/6J background. In order to visualize neurons at a higher resolution, a x63 oil objective was utilized. In addition, we performed a Z-stack projection over several planes to maximize covered area. For each image, the center and borders were defined manually in real time, with a pre-defined number of images specified between the boundaries. The following antibodies were used: ERα (Millipore, Cat# 06-395), FLAG (Sigma, Cat# F1804), and GFP (Aves, Cat# 1020). Due to high florescence at baseline, tomato was not amplified prior to imaging.

### RNAscope in situ hybridization

Fluorescent in situ hybridization (FISH) for Drd1 mRNA (Probe #406491), Drd2 mRNA (Probe #406501), and *Esr1* mRNA (Probe #310301) was performed using the RNAscope^®^ Fluorescent Multiplex 2.0 assay as per the manufacturer’s instructions (Advanced Cell Diagnostics, Hayward, CA, USA)^44^. Briefly, fresh whole mouse brains were embedded in OCT medium and quickly frozen in isopentane (2-methylbutane) chilled to −80 °C. Twenty micrometer cryosections of NAc were then prepared and mounted on SuperFrost Plus slides. Sections were fixed and pre-treated according to the RNAscope^®^ guide for fresh frozen tissue. After pre-treatment, sections were hybridized with *Drd1*, *Drd2*, and *Esr1* FISH probes using the HybEZ Hybridization System. After several amplification sets, the sections were counterstained with DAPI and mounted using Prolong Gold. Immunoreactive cells were analyzed bilaterally in the NAc. Confocal images were acquired on a LSM710 confocal microscope (Carl Zeiss) using a x63 oil immersion objective.

### RNA isolation and sequencing

Total RNA was isolated from frozen dissected NAc tissue using QIAzol lysis reagent and purified using the RNAeasy Mini Kit (Qiagen). RNA integrity was assayed using an Aligent 2100 Bioanalyzer (Aligent, Santa Clara CA, USA). Average RNA integrity number (RIN) values were above nine and samples with RIN values <8 were excluded from analysis. Each sample consisted of bilateral NAc punches from the same animal with no pooling between animals. Sample sequencing replications for male *ESR1*, male GFP, female *ESR1*, and female GFP-overexperessing mice were 6, 8, 6, and 7 respectively. Libraries were prepared using the TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego CA, USA). Briefly, mRNA was polyA selected from the total RNA pool. Targeted mRNA was then fragmented and converted to complementary DNA (cDNA) with reverse transcriptase followed by cDNA size selection and purification with AMPure XP beads (Beckman Coulter, Brea, CA, USA). To identify each sample, strand-specific adapters were ligated to adenylated 3′ ends and an additional size selection step was performed. The cDNA library was then amplified using PCR. During this step, barcodes of 6 bp were added to the adaptors. Library quality and concentration was measured by the Bioanalyzer before sequencing. Libraries were sequenced by the Genomics Core Facility of the Icahn School of Medicine at Mount Sinai using an Illumina HiSeq 2500 System with v3 chemistry and 100 bp single-end reads. 

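The deposited counts give the depth that was reached on genes. Over the 31 mice, 12725053 to 49498644 reads per mouse were counted on genes, with a median of 24698115, and between 19740 and 22933 genes had at least 1 count.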

Multiplexing was performed to ensure reads of 20 million for each sample.

### RNA-sequencing analysis

Quality assessment of RNA-seq data revealed a >80% mapping rate. In order to maximize potential overlap with previously acquired data, we analyzed our sequencing data in a manner consistent with previous studies^15,16^. Male mice were analyzed as per Bagot et al.^2^, with alignment to the mm9 reference transcriptome performed in Tophat^45^, read count normalization and estimates of gene expression performed in cufflinks^46^, and filtering for long non-coding genes and pairwise differential expression analysis performed in cuffdiff^46^. Data from female mice were analyzed as per Hodes et al. ^5^ whereby the voom^47^ and limma^48^ packages were utilized to generate differential expression signatures. For both sexes, differential expression comparisons were generated to compare the effects of *ESR1* overexpression in the NAc (AAV-ESR1) to AAV-GFP in unstressed controls. Uncorrected signed *P* values were utilized to generate a ranked list for RRHO, and subsets of the RRHO analysis were utilized for GO.

### Rank-rank hypergeometric overlap

We utilized RRHO to probe the similarities and differences in transcriptional signatures across conditions. RRHO is a threshold-free test that can be applied to determine the extent and significance of overlap between two differential expression analyses^20^. This test is advantageous in that both directionality and magnitude of gene alterations are considered and has been used in an analogous way to identify similarities in transcriptional signatures across different brain regions in a single experiment^16^. RRHO was performed by generating signed-ranked lists of differential expression changes for each sequencing comparison by multiplying the –log 10(*P* value) by the sign of the fold change. In order to identify overlap between *ESR1*-dependent differential expression and stress-induced transcriptional profiles, we used previously validated R scripts^20,49^ to perform a one-sided version of the RRHO test assessing enrichment only. RRHO difference maps were produced for pairwise comparisons comparing male ERα overexpression to the resilient phenotype, susceptible phenotype, and female ERα overexpression, and female ERα to 6-day female CVS. These maps calculate the difference in log odds ratio and standard error of overlap for each pixel in the pairwise comparison, which is converted to a *z*-score that is then corrected for multiple comparisons.

### Gene ontology

We used the Panther GO^50^ (www.pantherdb.org) to examine enrichment or statistical underrepresentation in our ranked differential expression lists. GO terms with a corrected statistical threshold of *P* < 0.05 were determined to be significant.

### Data availability

The authors declare that the data supporting the findings of this study are available within the paper and its Supplementary Information files. Additionally, sequencing data for AAV-ESR1 vs. AAV-GFP comparisons in male and female mice are archived in the Gene Expression Omnibus accession number: GSE110725.

## Electronic supplementary material

Supplementary Information

Peer Review File

## References

[1] Pantazatos SP (2016). Whole-transcriptome brain expression and exon-usage profiling in major depression and suicide: evidence for altered glial, endothelial and ATPase activity. Mol. Psychiatry.

[2] Kohen, R., Dobra, A., Tracy, J. H. & Haugen, E. Transcriptome profiling of human hippocampus dentate gyrus granule cells in mental illness. *Transl*. *Psychiatry***4**, https: //doi.org/10.1038/tp.2014.9 (2014).10.1038/tp.2014.9PMC396604624594777

[3] Tochigi M (2008). Gene expression profiling of major depression and suicide in the prefrontal cortex of postmortem brains. Neurosci. Res..

[4] Sequeira A (2007). Patterns of gene expression in the limbic system of suicides with and without major depression. Mol. Psychiatry.

[5] Sequeira A (2009). Global brain gene expression analysis links glutamatergic and GABAergic alterations to suicide and major depression. PLoS ONE.

[6] Gaiteri C, Guilloux JP, Lewis Da, Sibille E (2010). Altered gene synchrony suggests a combined hormone-mediated dysregulated state in major depression. PLoS ONE.

[7] Labonte B (2017). Sex-specific transcriptional signatures in human depression. Nat. Med..

[8] Berton O (2006). Essential role of BDNF in the mesolimbic dopamine pathway in social defeat stress. Science.

[9] Dias C (2014). β-Catenin mediates stress resilience through Dicer1/microRNA regulation. Nature.

[10] LaPlant Q (2009). Role of nuclear factor kappaB in ovarian hormone-mediated stress hypersensitivity in female mice. Biol. Psychiatry.

[11] Ota KT (2014). REDD1 is essential for stress-induced synaptic loss and depressive behavior. Nat. Med..

[12] Dwyer JM, Maldonado-Avilés JG, Lepack AE, DiLeone RJ, Duman RS (2015). Ribosomal protein S6 kinase 1 signaling in prefrontal cortex controls depressive behavior. Proc. Natl. Acad. Sci. USA.

[13] Gray JD, Rubin TG, Hunter RG, McEwen BS (2014). Hippocampal gene expression changes underlying stress sensitization and recovery. Mol. Psychiatry.

[14] Gray, J. D. et al. Translational profiling of stress-induced neuroplasticity in the CA3 pyramidal neurons of BDNF Val66Met mice. *Mol Psychiatry* https: //doi.org/10.1038/mp.2016.219 (2016).10.1038/mp.2016.219PMC546850727956743

[15] Hodes GE (2015). Sex differences in nucleus accumbens transcriptome profiles associated with susceptibility versus resilience to subchronic variable stress. J. Neurosci..

[16] Bagot RC (2016). Circuit-wide transcriptional profiling reveals brain region-specific gene networks regulating depression susceptibility. Neuron.

[17] Bagot, R. C. et al. Ketamine and imipramine reverse transcriptional signatures of susceptibility and induce resilience-specific gene expression profiles. Biol. Psychiatry 285–295, 10.1016/j.biopsych.2016.06.012 (2016).10.1016/j.biopsych.2016.06.012PMC516498227569543

[18] Bagot RC (2015). Ventral hippocampal afferents to the nucleus accumbens regulate susceptibility to depression. Nat. Commun..

[19] Krishnan V (2007). Molecular adaptations underlying susceptibility and resistance to social defeat in brain reward regions. Cell.

[20] Plaisier SB, Taschereau R, Wong JA, Graeber TG (2010). Rank-rank hypergeometric overlap: identification of statistically significant overlap between gene-expression signatures. Nucleic Acids Res..

[21] Kessler RC, Chiu WT, Demler O, Merikangas KR, Walters EE (2005). Prevalence, severity, and comorbidity of 12-month DSM-IV disorders in the National Comorbidity Survey Replication. Arch. Gen. Psychiatry.

[22] Gordon JL (2015). Ovarian hormone fluctuation, neurosteroids, and HPA axis dysregulation in perimenopausal depression: a novel heuristic model. Am. J. Psychiatry.

[23] Pawluski JL, Lonstein JS, Fleming AS (2017). The neurobiology of postpartum anxiety and depression. Trends Neurosci..

[24] Skovlund CW, Mørch LS, Kessing LV, Lidegaard Oslash (2016). Association of hormonal contraception with depression. JAMA Psychiatry.

[25] Ziglar S, Hunter TS (2012). The effect of hormonal oral contraception on acquisition of peak bone mineral density of adolescents and young women. J. Pharm. Pract..

[26] Simpson ER (2002). Aromatase—a brief overview. Annu. Rev. Physiol..

[27] Ryan J (2012). Estrogen receptor alpha gene variants and major depressive episodes. J. Affect. Disord..

[28] Ryan J (2011). Oestrogen receptor polymorphisms and late-life depression. Br. J. Psychiatry.

[29] Furuta M (2013). Estrogen, predominantly via estrogen receptor α, attenuates postpartum-induced anxiety- and depression-like behaviors in female rats. Endocrinology.

[30] McEwen BS, Milner TA (2017). Understanding the broad influence of sex hormones and sex differences in the brain. J. Neurosci. Res..

[31] Tozzi A (2015). Endogenous 17beta-estradiol is required for activity-dependent long-term potentiation in the striatum: interaction with the dopaminergic system. Front. Cell. Neurosci..

[32] Calipari ES (2017). Dopaminergic dynamics underlying sex-specific cocaine reward. Nat. Commun..

[33] Almey A, Milner TA, Brake WG (2015). Estrogen receptors in the central nervous system and their implication for dopamine-dependent cognition in females. Horm. Behav..

[34] Luine VN, Richards ST, Wu VY, Beck KD (1998). Estradiol enhances learning and memory in a spatial memory task and effects levels of monoaminergic neurotransmitters. Horm. Behav..

[35] Wei J (2014). Estrogen protects against the detrimental effects of repeated stress on glutamatergic transmission and cognition. Mol. Psychiatry.

[36] Engler, H. et al. Selective increase of cerebrospinal fluid IL-6 during experimental systemic inflammation in humans: association with depressive symptoms. *Mol. Psychiatry* https: //doi.org/10.1038/mp.2016.264, 1448–1454 (2017).10.1038/mp.2016.26428138158

[37] Dowlati, Y. et al. A meta-analysis of cytokines in major depression. *Biol*. *Psychiatry***67**, (2010).10.1016/j.biopsych.2009.09.03320015486

[38] Hodes GE (2014). Individual differences in the peripheral immune system promote resilience versus susceptibility to social stress. Proc. Natl. Acad. Sci. USA.

[39] Oberlander JG, Woolley CS (2016). 17β-Estradiol acutely potentiates glutamatergic synaptic transmission in the hippocampus through distinct mechanisms in males and females. J. Neurosci..

[40] Harris, A. Z. et al. A novel method for chronic social defeat stress in female mice. *Neuropsychopharmacology* https: //doi.org/10.1038/npp.2017.259 (2017).10.1038/npp.2017.259PMC591635029090682

[41] Takahashi A (2017). Establishment of a repeated social defeat stress model in female mice. Sci. Rep..

[42] Kokras N, Dalla C (2014). Sex differences in animal models of psychiatric disorders. Br. J. Pharmacol..

[43] Li N (2010). mTOR-dependent synapse formation underlies the rapid antidepressant effects of NMDA antagonists. Science.

[44] Wang F (2012). RNAscope: a novel in situ RNA analysis platform for formalin-fixed, paraffin-embedded tissues. J. Mol. Diagn..

[45] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: Discovering splice junctions with RNA-Seq. Bioinformatics.

[46] Trapnell C (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[47] Law CW, Chen Y, Shi W, Smyth G (2014). K. voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol..

[48] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[49] Stein JL (2014). A quantitative framework to evaluate modeling of cortical development by neural stem cells. Neuron.

[50] Mi, H. et al. PANTHER version 11: expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. *Nucleic Acids Res*. https: //doi.org/10.1093/nar/gkw1138 (2016).10.1093/nar/gkw1138PMC521059527899595

How the deposited data were processed for this re-analysis (not part of the article)

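NAc punches of unstressed mice injected with AAV-ESR1 or AAV-GFP were sequenced, with 7 and 10 male mice and 6 and 8 female mice in the files analysed here. The authors prepared TruSeq libraries, sequenced 100 bp single-end reads and, for male mice, aligned them with Tophat to mm9. The aligner for female mice and the version and annotation of the counting step are not stated in the paper. The deposited values are HTSeq counts per gene, raw and not normalized, 1 mouse per file, with 5 summary lines after the genes. The authors' differential expression output from cuffdiff and limma is not in the files analysed here. Each library had between 12725053 and 49498644 counts on genes, with a median of 24698115. A count of 3, taken as the smallest that a library can show, was between 0.061 and 0.236 CPM. The smallest chi-square per degree of freedom between 2 mice of a group was 11.096, where sampling noise alone gives about 1. No library is thus a copy of another of its group. Libraries of different groups were not compared in this way.

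Gene symbols, types and positions were taken from the annotation of NCBIM37, and 786 of the 37991 identifiers were not in it. Reads were counted by the authors at the gene level, so reads shared between near-identical genes, such as immunoglobulin V genes, are uncertain. AAV-ESR1 was compared with AAV-GFP in a separate fit for each sex, with no covariates, by the quasi-likelihood test of edgeR 4.0.16 (robust fit) in R 4.3.3, with TMM normalization, the filterByExpr filter by group and Benjamini-Hochberg adjustment over the genes tested. The interaction of sex and virus was tested in a fit of all 31 mice. The RRHO was computed as a one-sided hypergeometric test over genes tested in both sexes, with lists ranked by the sign of the fold change times –log10 of the nominal p-value and a step of 127 genes, the rounded-up square root of the number of genes. Its maxima were read within the co-downregulated and co-upregulated quadrants. Panther, which the paper used for GO analysis, could not be run offline. Gene sets for immune genes, RNA processing and cell types were written by hand before the counts were seen and tested with Fisher's exact test and as scores per mouse, the mean of log2(CPM + 1) over the set, with an exact permutation test over all regroupings of the mice (19448 in males and 3003 in females). Correlations between mice used 100000 permutations, in Python 3.11.15 with numpy 2.4.6.

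Named genes follow a rule set before the files arrived. They are every gene that the paper names and the files hold (Esr1, Esr2, Cyp19a1, Drd1, Drd2, Bdnf, Il6, Tnf and Ctnnb1), the 5 genes with the smallest p-values per direction among those with an adjusted p-value under 0.05 in each sex (there were 0), the 5 genes with the smallest larger-of-the-sexes nominal p-value in the co-downregulated and in the co-upregulated direction, and the 5 with the smallest interaction p-value. Drd1 is listed as Drd1a in the annotation. Esr2, Cyp19a1 and Il6 did not pass the filter on low counts and have no fold change.

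The fits and the RRHO were tested on simulated data drawn from the means, spreads and library sizes of the mice. Each gene was drawn independently. The exact test was checked on a small example with a known p-value. Of 200 genes changed by a log2 fold change of 1, 93% were recovered in males, 96% in females and 90.5% by the interaction, and 2.1% and 3.5% of the genes called in males and females were false. The changed genes averaged over 200 counts. Smaller changes, such as the median absolute log2 fold change of 0.258 among nominal genes in males, were not simulated. Genes that vary together between mice were not simulated either, so the check does not cover their effect on the RRHO. The alternatives were DESeq2 1.42.0 (Wald test, without its replacement or removal of outlying counts), limma-voom (limma 3.58.1), upper-quartile normalization, a filter of at least 10 counts in every mouse, no filter beyond 1 count, a single fit of the 4 groups, the replicate number as a block, 1 surrogate variable from sva 3.50.0, protein-coding genes only, other thresholds, RRHO steps of 50 and 250 genes, RRHO lists ranked by log2 fold change, other definitions of the scores, and leaving out each mouse in turn. For the immune score, a comparison of pairs of mice with the same replicate number was added after seeing the data. No mice were chosen by their values. RRHO maxima have no replicate error, so the SD over the 31 fits that each left out 1 mouse was taken as their spread, a choice made after the values were seen. The CSDS and CVS datasets and the human ESR1 reads were not analysed here.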

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

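Within each of the 4 groups, the highest or lowest mouse was compared with the others by Dixon's test, in 140 groups of mice and measures. By chance about 7 of them, 1 in 20, would be flagged, and 26 were. Of these, 15 were among the 20 groups of the 5 immunoglobulin V genes named by the interaction test. At 1 in 20 only 1 would be flagged there. These 5 genes were chosen by their p-values in the same mice, so that rate is not a fair chance expectation for them. The other 11 flags were among the 120 other groups, where 6 would come by chance.

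Single mice stood far above the others of their group in immunoglobulin V genes. Gm16747 reached 892.01 CPM in a female AAV-ESR1 mouse, against at most 4.56 CPM in the others of that group, 21.817 CPM in a male AAV-GFP mouse and 6.5917 CPM in a female AAV-GFP mouse. Gm16948 reached 415.83 CPM in a female AAV-GFP mouse and 40.675 CPM in a male AAV-GFP mouse. Gm16595 reached 239.15 CPM in a male AAV-ESR1 mouse, 0.87968 CPM in a male AAV-GFP mouse and 0.09333 CPM in a female AAV-ESR1 mouse. Gm16594 reached 51.925 CPM in a female AAV-GFP mouse, 18.486 CPM in a male AAV-ESR1 mouse and 3.221 CPM in a male AAV-GFP mouse. Igkv13-84 reached 44.277 CPM in a male AAV-ESR1 mouse, 17.359 CPM in a female AAV-GFP mouse, 4.8534 CPM in a male AAV-GFP mouse and 0.23333 CPM in a female AAV-ESR1 mouse. The smallest of these values rest on few counts. A candidate explanation, written down after the values were seen, is antibody-secreting cells in the punch, each clone of which expresses its own V gene. If so, the sum of all V genes would rise with the immunoglobulin constant genes, and it did, with a Spearman rho of 0.956 in females and 0.9804 in males (permutation tests, p = 1e-05 in both, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted p = 4e-05 over 12 relations; Pearson r 0.9907 and 0.9857, p = 1e-05 in both). Without the 2 mice farthest from the median, r was 0.9794 in females and 0.9774 in males. Within the virus groups, r was between 0.985 and 0.995. Any source of immunoglobulin RNA in the punch would raise both sums, so this relation does not single out antibody-secreting cells. Nor does it test why single V genes were high in single mice. Library size was tested as a technical explanation, through the share of V gene counts on the highest V gene. That share was not related to the gene counts of a library, with a Spearman rho of 0.1716 in males (permutation test, p = 0.5057, Benjamini-Hochberg adjusted 0.6743) and -0.2835 in females (permutation test, p = 0.3235, adjusted 0.4852). Pearson r was 0.1083 in males (permutation test, p = 0.6732) and -0.2372 in females (permutation test, p = 0.4046). Without the 2 mice farthest from the median, r was 0.0888 and -0.1707. In the virus groups, r was 0.5246 with AAV-ESR1 and -0.323 with AAV-GFP in males, and -0.3661 and -0.2959 in females. The library size prediction was written before its test, but the description of the pattern was reworded after the values were seen, because the first wording, that 1 V gene takes most V counts of a mouse, held in 1 mouse. Reads shared between paralogous V genes were not tested, and the labels give no sequencing batches, so the pattern cannot be told apart from these. Flags fell in both virus groups.

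In a male AAV-ESR1 mouse 14.69% of the reads in the file were not aligned uniquely, against 11.2% to 11.82% in the others of the group. The share of counts in the top 10 genes was 5.45% in a male AAV-GFP mouse, against at most 4.71% in the others. The same male AAV-GFP mouse had the highest Esr1, 2.9963 CPM against at most 2.0393 CPM, and the highest immune score of its group, 5.35. A different male AAV-ESR1 mouse had the highest score for markers of striatal medium spiny neurons, 8.9331 against at most 8.584, and the highest Drd2, 293.43 CPM against at most 236.02 CPM. Ctnnb1 was 624.14 CPM in a female AAV-ESR1 mouse, against 517.15 to 551.4 CPM in the others. Il6 was 0.56572 CPM in a male AAV-GFP mouse, against at most 0.17621 CPM, and Cyp19a1 was 0.20328 CPM in a female AAV-GFP mouse, against at most 0.10564 CPM, both on few counts. Bdnf was 25.963 CPM in a female AAV-GFP mouse, against at most 5.3876 CPM in the others. Gm16866 was 4.4799 CPM in a female AAV-ESR1 mouse and 3.9865 CPM in a female AAV-GFP mouse, against at most 3.5616 and 2.5354 CPM. No technical or biological explanation was tested for these 11 flags, about 6 of which chance would give, and the mice were kept in every fit.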

How the results depend on the processing

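The alternatives were fixed before the processed files arrived, apart from 2 for the immune score, the median over every choice of the paper's n and the replicate block, which were chosen after seeing the data. Outside the fits that left out 1 mouse, the female Esr1 log2 fold change stayed between 0.0345 and 0.165. The immune score was not computed with DESeq2, limma-voom, a surrogate variable, protein-coding genes only, no filter or a single fit of the 4 groups. In the other settings, apart from the fits that left out 1 mouse, the female difference was between -0.786 and -0.620. The male difference was between -0.041 and -0.0105. None of these had an exact permutation p under 0.05. Of 290 rows for single named genes outside the fits that left out 1 mouse, 286 kept their direction and their side of an adjusted p-value of 0.05.

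DESeq2 gave 1 gene with an adjusted p-value under 0.05 in males, 11 in females and 1 for the interaction, where edgeR gave 0. Its Wald test uses a normal approximation, and outlying counts were neither replaced nor removed. Tmprss6 in females (log2 fold change -1.637) and Gm16747 in the interaction (-14.13) were then under 0.05. Limma-voom gave 1179 nominal genes in females against 681, 140 co-downregulated RRHO genes against 1197, an odds ratio of 0.357 for RNA processing against 0.197 (Fisher's exact test, p = 0.531), and fold changes of opposite sign for Tnf in males (0.0085) and Bdnf in females (-0.106). With at least 10 counts in every mouse, the RRHO set held 570 genes. With no filter beyond 1 count, 795 and 1113 genes had a nominal p-value under 0.05 in males and females, out of more genes tested. A single fit of the 4 groups gave 404 nominal genes in females, where the spread is then shared with males. With an absolute log2 fold change above 0.3 required, 146 nominal genes remained in males and 388 in females. With 1 surrogate variable, the RRHO set held 738 genes.

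The replicate block gave 1026 nominal genes and 1 gene with an adjusted p-value under 0.05 in females, a male Esr1 log2 fold change of -0.0457, an RRHO set of 4 genes and an odds ratio of 0 for both gene sets. In the paired fit, mice without a partner of the same number no longer inform the contrast. Ranked by log2 fold change, the RRHO lists gave a co-downregulated maximum of 257.09, a co-upregulated maximum of 111.05 and 598 co-downregulated genes. That ranking ignores the spread of each gene, and the immune odds ratio was then 44.48. Genes with a nominal p-value under 0.05 and lower in both sexes numbered 3, and both odds ratios were then 0. Sets of 3 or 4 genes are too small for an odds ratio of 0 to show a loss of enrichment.

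With each mouse left out in turn, the co-downregulated maximum of the RRHO ranged from 0.602 to 201.81, the co-upregulated maximum from 1.364 to 154.171, the co-downregulated genes from 2 to 3849, the immune odds ratio from 0 to 30.36 and the RNA processing odds ratio from 0 to 0.927. Nominal genes ranged from 279 to 664 in males and from 373 to 1335 in females. The immune score difference ranged from -0.253 to 0.144 in males and from -0.789 to -0.377 in females, where 2 of the 14 fits had an exact permutation p under 0.05 (smallest 0.0396). Fold changes near 0 changed sign. The range was -0.061 to 0.144 for Esr1 in males and -0.244 to 0.306 in females, -0.172 to 0.577 for Bdnf in males and -0.664 to 1.052 in females, -0.578 to 0.087 for Tnf in males, and in females -0.0088 to 0.042 for Ctnnb1, -0.144 to 0.021 for Drd1a and -0.156 to 0.019 for Drd2. No fit that left out a mouse gave a gene with an adjusted p-value under 0.05. RRHO maxima have no test of their own, so a change was counted when it exceeded the SD over the 31 fits, 41.7 for co-downregulated and 31.8 for co-upregulated genes, a rule chosen after the values were seen. Both SDs exceed the main values of 16.15 and 10.68, so by this rule no fall, even to 0, could be counted. The co-downregulated maximum did fall, to 1.06 with the replicate block, 3.83 with limma-voom, 6.13 with at least 10 counts in every mouse and 7.35 with 1 surrogate variable. In these settings the co-upregulated maximum was the larger, at 3.67, 9.32, 8.72 and 13.40. The jackknife standard errors were larger, 224.8 and 171.5.

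Depth limits the genes with few reads. Esr1 rests on 20 to 147 counts per mouse, and Esr2, Cyp19a1 and Il6 had too few counts to pass the filter of the main fits.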

Differences from the paper's values

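The maximum –log10 P value of the RRHO among co-downregulated genes was 16.15 with all 31 mice, against the paper's 239.52. The value here is not corrected for multiple testing. The paper names no base for the logarithm of its value and does not say whether that value was corrected. Of the alternatives set before the files arrived, 2 came within the SD over the fits that each left out 1 mouse (41.73). Ranking both lists by log2 fold change gave 257.09, and leaving out the male AAV-ESR1 mouse with replicate number 3 gave 201.81. None of the other 11 settings closed the gap, namely DESeq2 (15.16), limma-voom (3.83), upper-quartile normalization (13.97), at least 10 counts in every mouse (6.13), no filter (10.62), the replicate block (1.06), 1 surrogate variable (7.35), protein-coding genes only (15.91), a single fit of the 4 groups (11.28) and RRHO steps of 50 (17.66) and 250 genes (15.60), and neither did 30 of the 31 fits that left out 1 mouse. The SD was chosen as the spread after the values were seen. The jackknife standard error over the same fits was 224.84, and by that spread 16.15 would not count as different. The RRHO was not run on choices of the paper's n. Whether the mice that the paper left out account for the gap was thus not tested.

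The most significant co-downregulated set held 1197 genes, against the paper's 320. The SD of this count over the fits that each left out 1 mouse was 831.66, larger than 320 itself. By this rule no count under 320 could count as different, however small. Many alternatives fell within that SD of the paper's count. Those were limma-voom (140), upper-quartile normalization (1130), at least 10 counts in every mouse (570), the replicate block (4), 1 surrogate variable (738), protein-coding genes only (1132), lists ranked by log2 fold change (598) and 14 of the 31 fits that left out 1 mouse. DESeq2 (1277), no filter (1503), a single fit of the 4 groups (1544), RRHO steps of 50 (1192) and 250 genes (1162) and the other 17 fits did not close the gap.

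The paper states that upregulated genes did not overlap significantly between the sexes. Here the co-upregulated maximum was 10.68, and 48 of 100 splits with shuffled virus labels gave a value as large. The paper calls a maximum of similar size negligible in its comparison with susceptible mice. The value of 10.68 thus need not conflict with its statement. For co-downregulated genes the maximum was 16.15, and 21 of the 31 fits that each left out 1 mouse had the larger value among co-downregulated genes. The order was reversed with limma-voom, the paper's method for females (3.83 for co-downregulated and 9.32 for co-upregulated genes), with at least 10 counts in every mouse (6.13 and 8.72), with the replicate block (1.06 and 3.67) and with 1 surrogate variable (7.35 and 13.40).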

Other observations

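The results were compared with other splits of the mice, in which the virus labels were shuffled within each sex, for 100 splits with the real one included. The predictions for these tests were written before they were run, the 1 for lists ranked by log2 fold change after the value of the real split was known. All 100 splits gave at least as many genes with an adjusted p-value under 0.05 as the real split in males, in females and for the interaction, which the 0 genes of the real split fix in advance. Any such gene was found in 4 splits for males, 1 for females and 5 for the interaction. As many genes with a nominal p-value under 0.05 were found in 57 of the 100 splits in males and 48 in females. A co-downregulated RRHO maximum as large as 16.15 was found in 41 splits and a co-upregulated maximum as large as 10.68 in 48, and 98 of the 100 splits had a value of at least 16.15 in some quadrant of the map. The highest co-downregulated maximum of a split was 651.08. As many co-downregulated genes were found in 46 splits. An immune odds ratio of at least 22.0 was found in 13 splits, and an RNA processing odds ratio of at most 0.197 in 37. Ranked by log2 fold change, the lists gave a co-downregulated maximum as large as 257.09 in 24 splits. None of these results is thus told apart from a chance assignment of the mice. The hypergeometric P value of the RRHO treats genes as independent, while genes that vary together between mice move together in any split.

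Why the male and female fold changes were positively related across genes, with a Spearman rho of 0.1288, was tested in 3 ways, all predicted before the tests. Exon length was related to the fold change with a rho of 0.1944 in males and 0.0571 in females, and GC content with a rho of -0.1442 in males and 0.0439 in females, so neither was shared between the sexes at the size predicted. Lengths were known for 99.81% and GC content for 92.56% of the genes. Without the immune set rho was 0.1015, which kept most of it. The relation itself was not larger than that of other splits, since 33 of the 100 splits gave a rho as large.

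Fewer genes had a nominal p-value under 0.05 than the 5% that independent tests without any effect would give, 2.22% in males and 4.24% in females. A candidate explanation, predicted before the test, is variation shared by many genes that the fit leaves out. With 1 surrogate variable in the fit, the share in males was 2.57%, still under 5%. In females the nominal count fell, from 681 to 487 genes. The rise above 5% that was predicted for males was thus not seen. A fit with 1 surrogate variable may not take up all shared variation, so the test does not exclude this explanation. Over the 100 splits the nominal count in males ranged from 124 to 5504 genes with a median of 412.

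The immune score varied between mice of the same virus group, from 2.00 to 5.35 among male AAV-GFP mice and from 2.29 to 4.36 among female AAV-ESR1 mice. Library size and cortical tissue in the punch were tested as technical explanations, with predictions made before the tests. The score was not related to the gene counts of a library, with a Spearman rho of 0.0245 in males (permutation test, p = 0.9285) and 0.0813 in females (permutation test, p = 0.7868), 0.9509 and 0.9442 after Benjamini-Hochberg adjustment over 12 relations. Pearson r was 0.1117 in males (permutation test, p = 0.6721) and 0.0722 in females (permutation test, p = 0.7988), and 0.0660 and -0.0924 without the 2 mice farthest from the median. In the virus groups, r was 0.1806 with AAV-ESR1 and 0.0805 with AAV-GFP in males, and -0.6605 and 0.6001 in females. Nor was it related to the score for markers of cortical excitatory neurons, with a rho of -0.3088 in males (permutation test, p = 0.2263, adjusted 0.388) and 0.0198 in females (permutation test, p = 0.9509, adjusted 0.9509). For that score, r was -0.354 in males (permutation test, p = 0.1632) and 0.115 in females (permutation test, p = 0.6978), and -0.0597 and 0.1928 without the 2 farthest mice. In the virus groups it was -0.2072 with AAV-ESR1 and -0.4259 with AAV-GFP in males, and 0.2029 and 0.2621 in females. The virus, the biological explanation that the design gives, was tested after the scores had been seen. The exact permutation p between the virus groups was 0.9335 in males and 0.0826 in females. That test cannot decide why mice of the same virus group differ, because the virus is the same within a group. A further hypothesis, also written after the scores were seen, is that lymphocytes entered the tissue of some mice. The mean score for markers of T, NK, B and plasma cells rose with the score for microglia markers, which share no gene with it, with a Spearman rho of 0.9853 in males and 0.9297 in females (permutation tests, p = 1e-05 and 2e-05, Benjamini-Hochberg adjusted 4e-05 and 6e-05 over 12 relations; Pearson r 0.9838 and 0.9795, p = 1e-05 in both, the smallest that the permutations can give). Without the 2 mice farthest from the median, r was 0.9801 in males and 0.9616 in females, and within the virus groups it was between 0.952 and 0.997. This may reflect an immune response of varying size in the punches, in AAV-GFP and AAV-ESR1 mice alike. Its origin cannot be told from these files, which hold no uninjected mice and no batch labels, so a technical source that was not tested, such as blood or meninges in the punch, remains possible.

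The counts on all immunoglobulin V genes together ranged from 3.04 to 4583.43 CPM between mice, with a median of 662.9 CPM, and the largest share of them on 1 V gene was 58.5%. The highest and the lowest value both belonged to male AAV-GFP mice. On the log2 scale, they rose with the immune score, which includes some immunoglobulin constant genes, with a Spearman rho of 0.8627 in males (permutation test, p = 3e-05, Benjamini-Hochberg adjusted 7.2e-05) and 0.8462 in females (permutation test, p = 0.00028, adjusted 0.00056). Pearson r was 0.9063 in males (permutation test, p = 1e-05, the smallest that 100000 permutations can give) and 0.9496 in females (permutation test, p = 2e-05), and 0.8598 and 0.877 without the 2 mice farthest from the median. In the virus groups, r was 0.9315 with AAV-ESR1 and 0.9172 with AAV-GFP in males, and 0.9888 and 0.8568 in females.

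Since the paper's n are smaller than the number of mice in the files, the immune score difference was computed for every choice of the paper's n among them, an analysis chosen after seeing the data. Over all 315 choices of 6 of 7 and 8 of 10 male mice, the difference ranged from -0.591 to 0.471 with a median of -0.0344, and it was negative in 179 of them. The smallest exact permutation p was 0.179. Over the 8 choices in females it ranged from -0.723 to -0.555 with a median of -0.620, and the smallest exact permutation p was 0.0548.

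Cyp19a1, the gene of aromatase, was 0.221 ± 0.096 CPM (SD, n = 6) in female AAV-ESR1 mice and 0.087 ± 0.052 CPM (SD, n = 8) in female AAV-GFP mice (exact permutation test, p = 0.004995). It was 0.084 ± 0.064 CPM (SD, n = 7) and 0.117 ± 0.074 CPM (SD, n = 10) in the corresponding males (exact permutation test, p = 0.356). These values rest on a few counts per mouse, the gene did not pass the filter on low counts, the p-values are not adjusted for the number of genes, and the difference between the sexes was not tested.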
